# Small molecule-driven LKB1 deacetylation is responsible for the inhibition of hepatic lipid response in NAFLD

**DOI:** 10.1016/j.jlr.2024.100740

**Published:** 2025-01-02

**Authors:** Weiwei Qin, Yu Ding, Wenhao Zhang, Lu Sun, Jianping Weng, Xueying Zheng, Sihui Luo

**Keywords:** AMPK, Hepatic lipid response, HFHC, MCD, NASH, Tranilast

## Abstract

Nonalcoholic fatty liver disease (NAFLD) is a progressive condition characterized by ectopic fat accumulation in the liver, for which no FAD-approved drugs currently exist. Emerging evidence highlights the role of liver kinase B1 (LKB1), a key metabolic regulator, has been proposed in NAFLD, particularly in response to excessive nutrient levels. However, few agents have been identified that can prevent the progression of nonalcoholic steatohepatitis (NASH) by targeting LKB1 deacetylation. Through comprehensive screening of our in-house chemical library, we identified tranilast, a small molecule with remarkable inhibitory efficacy against lipid deposition induced by palmitic acid/oleic acid (PO). In this study, we investigated the novel biological function and mechanism of tranilast in regulating hepatic lipid response in NAFLD, focusing on its role in LKB1 deacetylation within hepatocytes. Our findings demonstrate that tranilast effectively reduced hepatic steatosis, inflammation, and fibrosis in NASH models induced by high-fat and high-cholesterol (HFHC) and methionine choline-deficient (MCD) diets. Mechanistic analysis using RNA sequencing revealed that tranilast mitigated hepatic lipid response by promoting LKB1 deacetylation and activating AMPK. Notably, in vivo experiments showed that the beneficial effects of tranilast in MCD diet-induced NASH model were reversed by the compound C (C-C), a known AMPK inhibitor, confirming that tranilast’s effects on hepatic lipid response are mediated through the AMPK pathway. In summary, tranilast inhibits hepatic lipid response in NAFLD through LKB1 deacetylation, providing robust experimental evidence for the role of LKB1 in NAFLD. These findings position tranilast as a promising therapeutic candidate for the pharmacological management of metabolic diseases.

Nonalcoholic fatty liver disease (NAFLD) results from free fatty acid (FFA) metabolic dysfunction in the liver and encompasses a spectrum of hepatic conditions, ranging from nonalcoholic fatty liver (NAFL) to the more severe and malignant form, nonalcoholic steatohepatitis (NASH). NASH represents a progressive manifestation of metabolic syndrome and serves as a critical risk factor for fibrosis, cirrhosis, and hepatocellular carcinoma (HCC). With lifestyle changes and increased prevalence of obesity, NAFLD has become a significant public health epidemic and the leading chronic liver disease, closely linked to insulin resistance, type 2 diabetes mellitus (T2DM), and obesity (1). Approximately 20% of patients with NAFLD progress to NASH, which is marked by overnutrition-induced liver injury, chronic hepatic inflammation, and progressive fibrosis alongside steatosis (2, 3). Interestingly, NASH also affects lean individuals, driven by factors such as specific nutrient overconsumption, visceral fat deposition, genetic predisposition, dyslipidemia, or hepatic lipodystrophy (4). Unlike simple hepatic steatosis, NASH frequently evolves into severe liver conditions, including cirrhosis and HCC, and is a leading cause of liver transplantation and liver-related mortality worldwide (5). Despite considerable research efforts, the pathogenesis of NAFLD remains poorly understood, and no Food and Drug Administration (FAD)-approved medications or licensed therapies are currently available for clinical use. This underscores an urgent need to identify or develop novel therapeutic agents and effective treatment strategies for this highly prevalent metabolic disorder.

The high-fat and high-cholesterol (HFHC) diet model closely resembles human NASH, representing a state of overnutrition-induced hepatic steatosis, advanced inflammation, and fibrosis. It is widely recognized as a reliable NASH model (6, 7). In clinical practice, several drugs are commonly used to manage NASH, including hypoglycemic agents, lipid-lowering drugs, and insulin sensitizers (8). However, the efficacy, quality, and safety of these treatments remain uncertain, and their precise role in preventing and treating NAFLD is not well established. These drugs typically focus on managing hyperglycemia or hyperlipidemia, rather than directly targeting NAFLD. In response to this gap, a more simplified model of fatty liver disease, the methionine-choline deficient (MCD) diet model, was developed. This model has proven valuable for studying drug candidates specifically aimed at NASH. Additionally, the MCD diet model is considered a gold standard for non-nutritional NASH and is a classical inflammatory model used in several clinical trials (9, 10). Although animal models of NASH are now available, the absence of effective therapeutic drugs has hindered a comprehensive understanding of the molecular mechanisms underlying diet-induced NASH.

The progression of NAFLD is closely linked to the excessive accumulation of fatty acids and lipotoxic metabolites (11, 12). Hepatic steatosis, the earliest stage of NAFLD, arises when triglyceride (TG) synthesis exceeds TG disposal in the liver (13, 14). The excessive lipid accumulation in hepatocytes increases lipotoxic FFAs and promotes the release of proinflammatory cytokines through oxidative stress (15). Moreover, NAFLD often coexists with hepatic insulin resistance, which heightens the risk of fasting hyperglycemia and T2DM (16). Recent studies, including our own, have shown that NLRP3 is a direct factor driving hepatic insulin resistance and NAFLD (17). Although the roles of hepatic TG accumulation and insulin resistance are well established in NAFLD, the molecular mechanisms underlying hepatic lipid response remain unclear.

Tranilast, a derivative of a tryptophan metabolite, was developed and approved as an anti-allergic drug in the 1980s (18). Clinically, tranilast is a small-molecule drug known for its high safety profile, good bioavailability, and favorable drug-like properties. It is used to treat various inflammatory conditions, including bronchial asthma, atopic dermatitis, allergic conjunctivitis, and hypertrophic scars (19). Additionally, tranilast has demonstrated therapeutic effects in type-I allergic diseases and inflammatory conditions, such as allergic rhinitis, acute colitis, and atherosclerosis (20, 21, 22, 23). Several studies have suggested that tranilast may offer protective benefits against pulmonary injury and fibrosis (24, 25), indicating its broad therapeutic potential. Moreover, tranilast has been shown to reduce hepatic fibrosis, inflammation, and Kupffer cell recruitment in a rat model of NASH (26). However, this research primarily focused on liver-resident macrophages (Kupffer cells) rather than hepatocytes. Although tranilast’s protective effects have been studied in various diseases, its precise therapeutic function and underlying mechanisms in regulating hepatic lipid response in hepatocytes remain unclear.

The present study aims to investigate, for the first time, the effects and molecular mechanisms of tranilast in a mouse model of NASH induced by HFHC and MCD diets, with a particular focus on hepatocytes. These two mouse models closely mimic the metabolic features of human NASH, including lipid accumulation, hepatic inflammation, and fibrosis. Mechanistically, RNA sequencing (RNA-seq) analysis revealed that tranilast combats hepatic lipid accumulation in NAFLD by deacetylating liver kinase B1 (LKB1) and promoting AMP-activated protein kinase (AMPK) activation. We expect that this study will provide robust experimental evidence regarding the role of LKB1 deacetylation in the treatment of NASH and suggest that tranilast may be a promising new drug for the pharmacological management of metabolic syndrome.

## Materials and Methods

### Reagents

Tranilast (purity ≥ 98%, #T2690), Compound C (C-C, #T6146), and Pim1 (#T5093) were all purchased from Topscience Co., Ltd. STO-609 (#CSN19242) was purchased from CSNpharm Co., Ltd.. The bicinchoninic acid (BCA) protein assay kit (#23225) and BODIPY (493/503, #D3922) were sourced from Thermo Fisher Scientific. Palmitic acid (PA, #27734), oleic acid (OA, #O1008), oil red O (ORO, #O1391), fatty acid-free bovine serum albumin (BSA, #SRE0098), and collagenase type IV (#C5138) were purchased from Sigma-Aldrich. TRIzol reagent (#AM9738) and 4′,6-diamidino-2-phenylindole (DAPI, #10236276001) were purchased from Invitrogen. Insulin (#P3375) and PMSF (#ST506) were purchased from Beyotime Biotechnology. All powder reagents were dissolved in dimethyl sulfoxide (DMSO, working concentration <0.1%) to prepare stock solutions.

### Cell culture and primary hepatocyte and Kupffer cells isolation

L02 cells, a human hepatocyte cell line, were obtained from the Type Culture Collection of the Chinese Academy of Sciences (Shanghai, China). The cells were cultured in DMEM (Gibco, #11965-092) supplemented with 10% (*v/v*) fetal bovine serum (FBS, Gibco, #12483-020) and 1% penicillin-streptomycin (PS, Gibco, #15140-122) in a humidified incubator with 95% air and 5% CO2 at 37°C. Cells were treated under the specified conditions according to the experimental requirements.

We isolated primary hepatocytes from the livers of male C57BL/6J mice (8–10 weeks old, 24–28 g), following a previously described protocol (17, 27). Briefly, mice were anesthetized via intraperitoneal injection of pentobarbital sodium, and their abdominal cavities were opened using surgical scissors. The livers were perfused in situ with a pronase/collagenase solution. Once perfused, the livers were carefully removed, minced, and dissociated by gentle shaking. The resulting cell suspension was filtered through sterile gauze and centrifuged at 200 *g* for 2 min at 4°C. This process yielded a pellet (hepatocytes) and a supernatant (Kupffer cells). Hepatocytes were seeded onto 60-mm dishes at a density of 1 × 10^6^ cells per dish in William's E medium supplemented with 10% FBS and 1% PS. After 4 h, the medium was supplemented with dexamethasone (100 nM) and insulin (1 nM). Hepatocyte identity was confirmed using periodic acid-Schiff (PAS) staining, and cell viability was assessed via trypan blue exclusion. Kupffer cells were isolated using anti-F4/80 MicroBeads UltraPure (#130-110-443, Miltenyi Biotec) and LS columns (#130-042-401, Miltenyi Biotec), following the manufacturer’s instructions. After a 24-h incubation, primary hepatocytes and Kupffer cells were stimulated under conditions specified in the figure legends. L02 cells and primary hepatocytes were treated with fatty acid-free bovine serum albumin (BSA, 0.5%) or a mixture of palmitic acid (PA, 0.5 mM) and oleic acid (OA, 1.0 mM) (PO) in the presence or absence of tranilast at the indicated concentrations for 12 h before sample collection.

### AMPK and LKB1 mutation and knockdown

To inactivate AMPK, we introduced a mutation substituting threonine 172 with alanine (T172A), as previously described (28). For LKB1 acetylation, we introduced mutations at D194, replacing each with alanine (D194A), as detailed in a previous study (29). We purchased AMPKα1/2-specific siRNA duplex (sc-45312) and control siRNA (sc-37007) from Santa Cruz Biotechnology and transfected the cells using transfection reagent (sc-29528) according to the manufacturer’s instructions. LKB1 siRNA (STK11 siRNA: GCCAACGTGAAGAAGGAAATT) was obtained from GenePharma.

### Animals and experimental protocol

Male C57BL/6J mice (6–8 weeks old, 18–22 g) were obtained from the Model Animal Research Center of Nanjing University (license number: SCXK (Su) 2023-0009; Nanjing, China). Prior to the experiments, the animals underwent a 1-week acclimatization period in a specific pathogen-free facility, where they were randomly assigned to feeding conditions. The mice were housed in plastic cages at a temperature of 21 ± 2°C, with a 12-h light/dark cycle and 50 ± 10% relative humidity. All animal procedures were approved by the Animal Ethical and Welfare Committee of the Center for Animal Experiments at the University of Science and Technology of China (USTC) and the Animal Care and Use Committee of the First Affiliated Hospital of USTC (USTCACUC212401038; February 2, 2021). The study adhered to all relevant ethical guidelines for animal research, as outlined in the National Institutes of Health Guide for the Care and Use of Laboratory Animals (NIH Publications No. 8023, revised 1978). We made every effort to reduce the number of animals used and minimize their suffering.

For the HFHC diet-induced NASH model, mice were randomly assigned to different groups, ensuring similar plasma glucose levels and body weights across groups. They were fed an HFHC diet (D09100310, Research Diets, NJ, USA) for 16 weeks. Mice in the control group were given a standard normal chow diet (D10001, Research Diets). During the final 8 weeks of the study, mice received either sodium carboxymethylcellulose (Na-CMC) or tranilast (25 or 50 mg/kg) once daily, with or without the HFHC diet. The selected tranilast doses were based on prior research (23) and converted clinical dosages for adults. Tranilast was suspended in Na-CMC (0.5%) solution using ultrasonication and administered orally at a volume of 10 ml/kg. At the study's conclusion, liver and adipose tissues from the mice were harvested for further analysis.

For the MCD diet-induced NASH model, mice were grouped and fed an MCD diet (A02082002BR, Research Diets) ad libitum for 4 weeks. Control mice were provided a methionine- and choline-supplemented diet (MCS; A02082003B, Research Diets). Tranilast was administered intragastrically (*i.g.*) daily at the specified doses for the entire duration of the experiment, while Compound C (C-C), an AMPK inhibitor, was injected intraperitoneally (*i.p.*) every 2 days at the indicated doses over the 4-week period. All groups received an equal volume of Na-CMC as vehicle control. After the final treatment, liver tissues were collected from the mice for subsequent experiments.

### Metabolic studies

Prior to initiating the experiments, mice in the designated groups were fasted for 14–16 h for oral glucose tolerance tests (OGTTs) or for 4–6 h during the daytime for insulin tolerance tests (ITTs). In the OGTTs, after fasting, mice were orally administered D-glucose (2.0 g/kg, analytical reagent). For the ITTs, mice were acclimatized for 1 week prior to the experiment. After fasting, the mice were intraperitoneally injected with insulin (1.0 U/kg). Tail blood glucose levels were measured at 0, 15, 30, 60, 90, and 120 min using the OneTouch Ultra blood glucose monitoring system. The area under the curve (AUC) was calculated and presented in the figures. For metabolic cage studies, after 16 weeks of HFHC diet feeding, mice in the indicated groups were acclimatized to the cages (Columbus Instruments) for 1 day. Over the following 72 h, VO_2_, VCO_2_, heat production, and food intake were measured using a comprehensive laboratory animal monitoring system (CLAMS).

### Lipid accumulation assay

For BODIPY staining and fluorescence signal quantification, L02 cells were seeded in confocal dishes overnight and incubated with PO in the presence or absence of tranilast at the specified concentrations for 12 h. The cells were then fixed with paraformaldehyde and stained with BODIPY (0.5 μM) in PBS for 30 min at room temperature. Images were captured using the ImageXpress Micro Confocal (LSM080, Zeiss). Image acquisition settings were standardized throughout the process. Fluorescence quantification was performed by determining the relative fluorescent units of lipid droplets using ImageJ software.

### Liver histological analysis

Liver tissues were dissected and fixed in 4% (*w/v*) paraformaldehyde. After embedding in paraffin, the tissues were sectioned into 5 μm thick slices. For histological evaluation, sections were stained with H&E and Oil Red O following standard protocols according to the manufacturer’s instructions. Images were captured and analyzed using an optical microscope.

### Quantitative real-time PCR (qPCR)

L02 cells and primary hepatocytes were incubated with a mixture of PO, with or without tranilast at the specified concentrations, for 12 h. Total RNA was isolated from the cells or liver tissues of mice using TRIzol, following the manufacturer’s protocol. RNA concentration was determined using a Nanodrop at 260 and 280 nm. Subsequently, 1.0 μg of RNA was reverse transcribed into cDNA using a Reverse Transcriptase Kit (#RR037A, Takara) according to the standard protocol. qPCR was performed using a SYBR Green Premix Kit (#RR820A, Takara) on a LightCycler 96 System (Roche). The reaction conditions were as follows: 95°C for 3 min, followed by 35 cycles of 95°C for 10 s, and 60°C for 30 s β-action mRNA was used as an internal reference gene. The relative mRNA expression levels of target genes were calculated using the 2^−ΔΔCt^ method. The primer sequences used in the study are listed in Supplemental Table S1 (Sangon Biotech).

### Immunoblot analysis

For total protein analysis, cells were lysed in ice-cold RIPA buffer supplemented with 1.0 mM PMSF. For liver tissue homogenates from mice, the liver was dissected into small sections (40 mg) and homogenized in ice-cold RIPA buffer, also containing 1.0 mM PMSF. After incubating on ice for 40 min, we obtained the proteins by centrifugation at 12,000 *g* for 20 min at 4°C. Protein concentrations were determined using the BCA protein assay kit. Equal amounts of protein (approximately 30.0 μg) were loaded onto SDS-PAGE gels, and the proteins were transferred to a PVDF membrane (IPVH00010, Millipore) via electroblotting.

We used the following primary antibodies: anti-phospho-IKKβ (#2697, 1:1000), anti-NF-κB-p65 (#8242, 1:1000), anti-phospho-NF-κB-p65 (#3033, 1:1000), anti-Akt (#4691, 1:1000), anti-phospho-Akt (Ser473, #2859, 1:1000), anti-phospho-GSK3β (#5558, 1:1000), anti-AMPKα (#5831, 1:1000), anti-phospho-AMPKα (#2535, 1:1000), anti-Col1a1 (#72026, 1:1000), and anti-α-SMA (#19245, 1:1000) from Cell Signaling Technology; anti-IKKβ (#ab124957, 1:1000) from Abcam; anti-GSK3β (#22104-1-AP, 1:1000), anti-FASN (#10624-2-AP, 1:1000), anti-ACLY (#67166-1-Ig, 1:1000), anti-PPARγ (#16643-1-AP, 1:500), anti-LKB1 (#10746-1-AP, 1:500), anti-GAPDH (#60004-1-Ig, 1:2000), and anti-HRP-coupled secondary antibody (#SA00001-1 or #SA00001-2, 1:5000) from Proteintech; anti-Ac-Lys (#sc-32268, 1:100) from Santa Cruz Biotechnology; and anti-SREBF1 (#557036, 1:1000) from BD Biosciences.

After overnight incubation with the primary antibodies at 4°C, the membranes were incubated with the HRP-coupled secondary antibody. We detected the protein bands using the Tanon chemiluminescent substrate system (Tanon).

### Immunoprecipitation (IP)

L02 cells (2 × 10^5^ cells/ml) were seeded into 10-mm dishes, with three dishes per group for biological replicates, and incubated for 24 h. At 80% confluency, we treated the cells with tranilast (30 μM) in the presence or absence of PO for 12 h. After treatment, we lysed the cells in IP lysis buffer on ice for 30 min and obtained the proteins by centrifugation at 12,000 *g* for 15 min at 4°C. We incubated the proteins with 1.0 μg of the indicated antibody at 4°C overnight, followed by precipitation with protein A/G-agarose (#88802, Thermo Fisher Scientific) according to the manufacturer’s instructions. We subjected the immunoprecipitated proteins to SDS-PAGE and performed immunoblotting using the indicated antibodies. The next steps followed the standard immunoblot analysis procedure.

### Immunofluorescence staining

We fixed and embedded liver tissue sections from mice according to standard procedures and the manufacturer’s instructions. The samples were permeabilized with 0.1% Triton X-100 for 10 min and blocked with BSA buffer at room temperature for 30 min. We then incubated the samples overnight at 4°C with the anti-F4/80 antibody (#ab6640, 1:200, Cambridge). Afterward, the samples were incubated with the appropriate fluorescence-conjugated secondary antibody. Finally, we stained the nuclei with DAPI for 10 min. Images were captured using fluorescence microscopy.

### Biochemical assay and Enzyme-linked immunosorbent assay (ELISA) analysis

We evaluated the supernatants from the serum and tissue samples of mice in each group for alanine aminotransferase (ALT, #E-BC-K235-M, Elabscience Biotech), aspartate aminotransferase (AST, #E-BC-K236-M), total cholesterol (TC, #E-BC-K109-M), triglycerides (TG, #E-BC-K261-M), and low-density lipoprotein cholesterol (LDL-C, #E-BC-K205-M) according to the manufacturer's standardized instructions. For the measurement of intracellular TG and TC, L02 cells or primary hepatocytes were cultured in DMEM supplemented with 10% FBS. Once the cells reached 80% confluence, we treated them with tranilast, STO-609, or Pim1, with or without PO, for 12 h as described previously. We then collected the cell supernatants for TG and TC analysis using the indicated kits, normalizing the results to the total cellular protein content. To assess insulin levels, we collected serum from mice in each group treated with the mentioned agents. We measured insulin levels (#E-EL-M1382c) using ELISA, following the manufacturer's standardized instructions.

### RNA seq and Kyoto encyclopedia of genes and genomes (KEGG) pathway enrichment analysis

Total RNA was isolated from the liver tissues of the indicated mice using TRIzol reagent, and the process was carried out by the Columbia Genome Center. Paired-end libraries were synthesized using the TruSeq RNA Sample Preparation Kit, following the TruSeq RNA Sample Preparation Guide. Poly-A pull-down was applied to enrich the mRNA from the total liver RNA. Sequencing of the library was performed on the Illumina HiSeq X-ten platform. The detailed procedures for data analysis were provided by GENE DENOVO. For KEGG pathway enrichment analysis, differentially expressed genes (DEGs) were analyzed using Fisher’s exact test. DEGs were identified using the R package limma, with a |log2(Fold Change)| threshold of 1.5. Functional enrichment analysis was performed using the ClusterProfiler R package. Pathways with a *P*-value ≤0.05 were considered significantly enriched.

### Statistical analysis

Data analysis was conducted using GraphPad Prism version 9.0 (GraphPad Software). All data are presented as the mean ± standard error of the mean (SEM). Differences between two groups with parametric data were assessed using a Student's *t* test. A one-way ANOVA was used for parametric data involving multiple comparisons. Post hoc tests, including Bonferroni’s or Tamhane’s T2 (M), were performed based on the homogeneity of variance. For data with skewed distributions, the Mann-Whitney U test and Kruskal-Wallis test were used for two-group and multiple-group comparisons, respectively. *P* < 0.05 was considered statistically significant.

## Results

### Identification of tranilast as a regulator of lipid accumulation and inflammation

To address a range of metabolic diseases, we developed small lead compounds and created a drug library in our laboratory. Through screening this optimized in-house library, we identified tranilast, an anti-allergic clinical drug, as a potential repurposed drug candidate using a lipid accumulation assay in L02 cells. This strategy revealed a diverse set of small compounds capable of reducing lipid accumulation in L02 cells exposed to a PO challenge. Among these, tranilast (Fig. 1A) emerged as a particularly potent drug, demonstrating an optimal safety, tolerability, and pharmacokinetic profile (19, 23, 26). Given its promising effects, we further explored tranilast's impact on lipid levels and inflammation in vitro. Notably, tranilast inhibited PO-induced cellular lipid accumulation in a concentration-dependent manner, as shown by the reduced TG and TC levels in L02 cells and primary hepatocytes (Fig. 1B, C). Cell viability assays confirmed that tranilast did not induce cytotoxicity at concentrations below 30 μM in this experimental system (Supplemental Fig. S1). Additionally, BODIPY staining confirmed that tranilast reduced PO-induced lipid accumulation in L02 cells (Fig. 1D, E). We also examined the mRNA expression of several genes involved in inflammatory responses. As shown in Fig. 1F, tranilast significantly decreased the mRNA levels of *IL-6*, *TNF-α*, and *IL-1β* in PO-induced L02 cells. Taken together, these results demonstrate that tranilast effectively suppresses cellular lipid accumulation and inflammation.

**Fig. 1:**
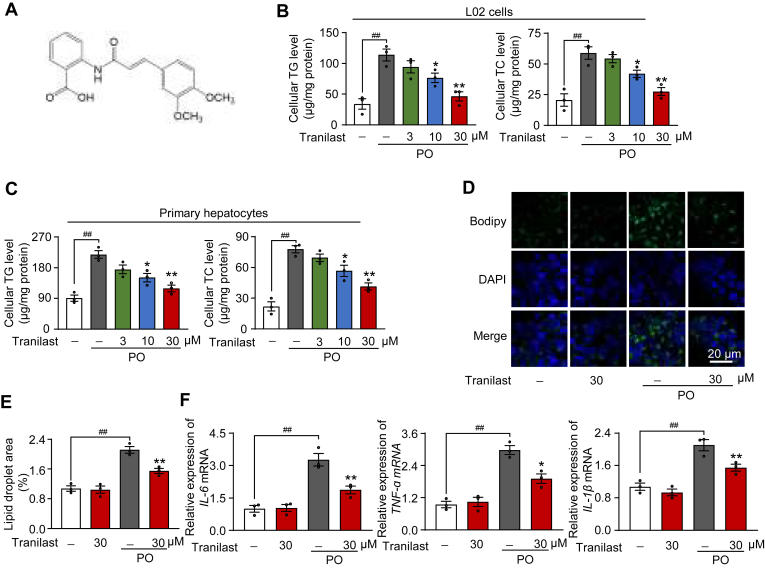
Identification of tranilast as a regulator of lipid accumulation and inflammation. A: Chemical structure of tranilast. B, C: TG and TC contents of L02 cells (B) and primary hepatocytes (C) in the indicated groups. D, E: Representative images of BODIPY staining (D) and quantification of fluorescence (E) in PO-induced L02 cells. (F) qPCR analysis of mRNA levels for *IL-6*, *TNF-α* and *IL-1β* in PO-induced L02 cells. Data are presented as mean ± SEM. n = 3 biologically independent experiments. ^##^*P* < 0.01, ∗*P* < 0.05, ∗∗*P* < 0.01 *vs*. The indicated group or the PO treatment group. One-way ANOVA was used for statistical analysis (B, C, E, and F). PO, palmitic acid and oleic acid; TG, triglyceride; TC, total cholesterol.

### Tranilast protects against obesity and insulin resistance in mice induced by HFHC diet

Building on the beneficial effects of tranilast, we next examined its impact on HFHC diet-induced hepatic lipid response in vivo. After 8 weeks of HFHC diet feeding, mice were treated with either vehicle or tranilast (25 and 50 mg/kg) via daily oral gavage for an additional 8 weeks (Fig. 2A). Throughout the treatment period, tranilast showed no evident toxicity, and the treatment groups exhibited comparable food intake and absorption (Supplemental Fig. S2A, B). Notably, tranilast significantly reduced body weight in HFHC diet-fed mice (Fig. 2B). We also assessed the effects of tranilast on adipose tissue weights, including epididymal white adipose tissue (eWAT), inguinal white adipose tissue (iWAT), and brown adipose tissue (BAT), in the context of the HFHC diet-induced hepatic lipid response. Remarkably, tranilast reduced adipose tissue content in this model (Supplemental Fig. S2C, D). To explore the mechanisms underlying tranilast's effects on obesity, we evaluated energy expenditure. As anticipated, tranilast significantly increased the respiratory quotient in HFHC diet-fed mice (Fig. 2C), sindicating enhanced energy expenditure.

**Fig. 2:**
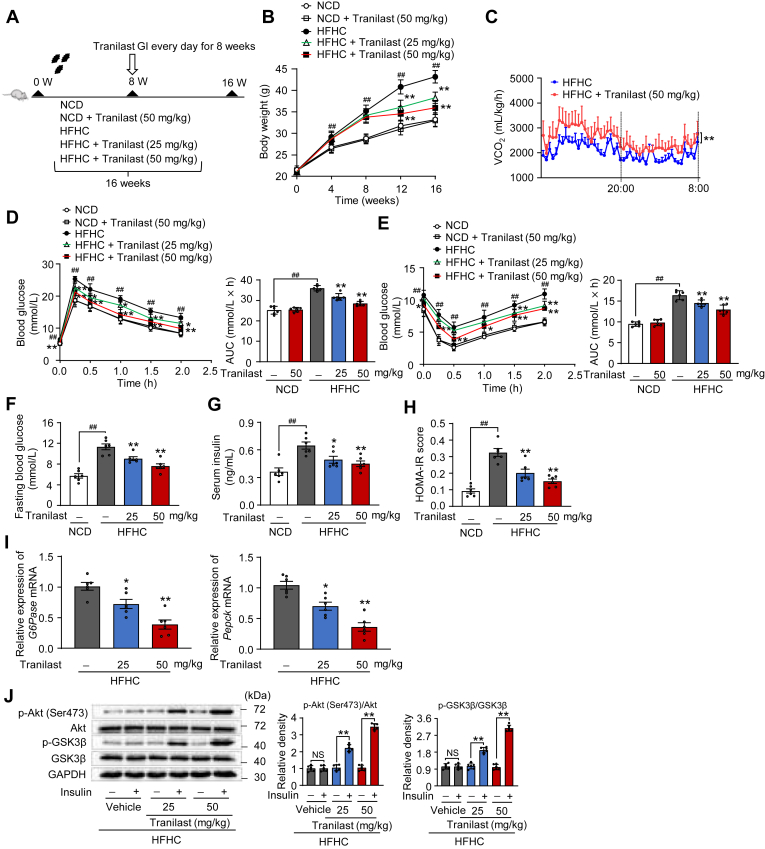
Tranilast protects against obesity and insulin resistance in mice induced by HFHC diet. 8-week-old male C57BL/6J mice were randomly grouped (n = 6 per group). Mice were given ad libitum access to water and different types of diets. Vehicle or tranilast (25 or 50 mg/kg) was administrated to mice by gastric irrigation (GI) once daily for 8 weeks. Mice were finally sacrificed and subjected to various analyses as indicated below. A: Schematic of the experimental procedure. B: Body weight monitored every week. C: Energy expenditure recorded using CLAMS and the oxygen consumption rate (VO_2_). D, E: OGTT (D) and ITT (E) performed and quantified as AUC. F-H: Levels of fasting blood glucose (F), plasma insulin (G), and HOMA-IR score (H). I: qPCR analysis of mRNA expression of *G6Pase* and *Pepck* from the liver sections. J: Immunoblot analysis of the indicated proteins in the insulin signaling pathways of the liver tissues. Data are presented as mean ± SEM (n = 6). ^##^*P* < 0.01, ∗*P* < 0.05, ∗∗*P* < 0.01 *vs*. the indicated groups or the HFHC treatment group. One-way ANOVA was used for statistical analysis in (B, D-I). Student's *t* test and Mann-Whitney U test was used for statistical analysis in (C, J). AUC, area under the curve; HFHC, high-fat high-cholesterol; ITT, insulin tolerance test; NCD, normal chow diet; OGTT, oral glucose tolerance test.

Additionally, tranilast improved glucose clearance and insulin sensitivity in HFHC diet-fed mice, as evidenced by enhanced glucose tolerance and reduced insulin resistance (Fig. 2D, E). Interestingly, tranilast had minimal effects on body weight, glucose tolerance, and insulin sensitivity in normal chow diet (NCD)-fed mice (Fig. 2B, D, E). Consistently, tranilast treatment lowered fasting blood glucose levels, serum insulin levels, and HOMA-IR values compared to the HFHC diet-challenged mice (Fig. 2F–H). Furthermore, tranilast significantly reduced the mRNA expression of gluconeogenesis-related genes *G6Pase* and *Pepck* (Fig. 2I). Moreover, tranilast enhanced the insulin signaling pathway in HFHC diet-induced mice, as indicated by the increased phosphorylation of Akt and GSK3β (Fig. 2J). Collectively, these findings demonstrate that tranilast alleviates obesity and insulin resistance in mice subjected to an HFHC diet.

### Tranilast inhibits HFHC diet-induced hepatic steatosis in mice

Hepatic steatosis is a common and severe complication associated with obesity and insulin resistance, often persisting throughout the progression of these conditions (7, 17). Therefore, we investigated the effects of tranilast on hepatic steatosis and lipid metabolism in this model. Hence, we determined the effects of tranilast on hepatic steatosis and lipid metabolism in this model. As shown in Fig. 3A, B, tranilast dose-dependently reduced HFHC diet-induced liver weight and liver-to-body weight ratio. No significant changes were observed in NCD-fed mice, indicating that tranilast did not affect basal metabolic processes under normal physiological conditions.

**Fig. 3:**
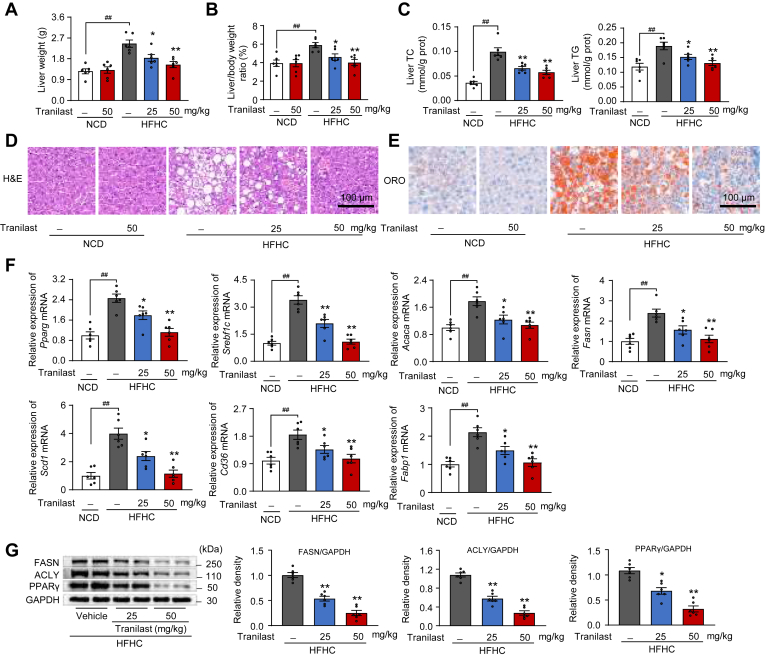
Tranilast inhibits HFHC diet-induced hepatic steatosis in mice. Same mice as in Fig. 2 were used. A, B: Liver weight (A) and ratio of liver weight to body weight (B). C: Levels of TC and TG in the liver tissues. D, E: Representative images of H&E (D) and ORO (E) staining in the liver sections. Scale bar, 100 μm. F: qPCR analysis of mRNA expression of fatty acid metabolism-related genes from liver tissues. G: Immunoblot analysis of proteins involved in lipid metabolism in liver tissues. Data are presented as mean ± SEM (n = 6). ^##^*P* < 0.01, ∗*P* < 0.05, ∗∗*P* < 0.01 *vs*. the indicated groups or the HFHC treatment group. One-way ANOVA was used for statistical analysis (A–C, F, and G). HFHC, high-fat high-cholesterol; ORO, oil red O; TG, triglyceride; TC, total cholesterol.

Additionally, tranilast treatment significantly decreased hepatic lipid levels and steatosis compared to the HFHC diet-challenged mice, as shown by reduced hepatic TC and TG levels (Fig. 3C) and lower serum TC, TG, and LDL-C levels (Supplemental Fig. S3A). Histological analysis revealed that tranilast alleviated hepatocyte ballooning and vacuolation, and reduced lipid droplet accumulation, as observed through H&E (Fig. 3D) and ORO staining (Fig. 3E). Furthermore, tranilast effectively altered fatty acid synthesis, uptake, oxidation, chain elongation, and transport in the liver tissues of HFHC diet-fed mice (Fig. 3F and Supplemental Fig. S3B–F). Immunoblot analysis also confirmed that tranilast inhibited the expression of PPARγ, ACLY, and FASN in the liver tissues of HFHC diet-fed mice (Fig. 3G). Collectively, these findings demonstrate that tranilast protects against HFHC diet-induced hepatic steatosis in mice.

### Tranilast ameliorates hepatic inflammation and fibrosis in HFHC diet-fed mice

Low-grade chronic inflammation is a hallmark of hepatic lipid response and contributes to hepatic wound healing, fibrosis, and exacerbates hepatic lipid accumulation and failure (30). Therefore, we investigated the inhibitory effects of tranilast on NASH-induced liver inflammation and fibrosis in HFHC diet-fed mice. As anticipated, tranilast significantly reduced the mRNA levels of inflammatory mediators (*Il-6*, *Il-1β*, *Ccl2*, and *Cxcl2*) (Fig. 4A) and profibrotic genes (*Col1a1*, *α-Sma*, *Ctgf*, *Tgfβ1*, and *Timp1*) (Fig. 4B) in the liver tissues of HFHC diet-fed mice. Immunoblot analysis and histological staining further confirmed that tranilast markedly reduced inflammatory signaling and pro-fibrotic factors associated with collagen deposition (Fig. 4C, D and Supplemental Fig. S4A, B). We also assessed the role of liver-resident Kupffer cells by examining inflammatory infiltrates in the liver. Remarkably, tranilast normalized the markers of liver-resident Kupffer cells (Supplemental Fig. S4C). Next, we examined whether tranilast could reverse liver injury biomarkers in HFHC diet-fed mice. Tranilast significantly reduced serum ALT and AST activities in these mice (Fig. 4E). Collectively, these findings demonstrate that tranilast protects against HFHC diet-induced NASH progression-associated hepatic inflammation and fibrosis.

**Fig. 4:**
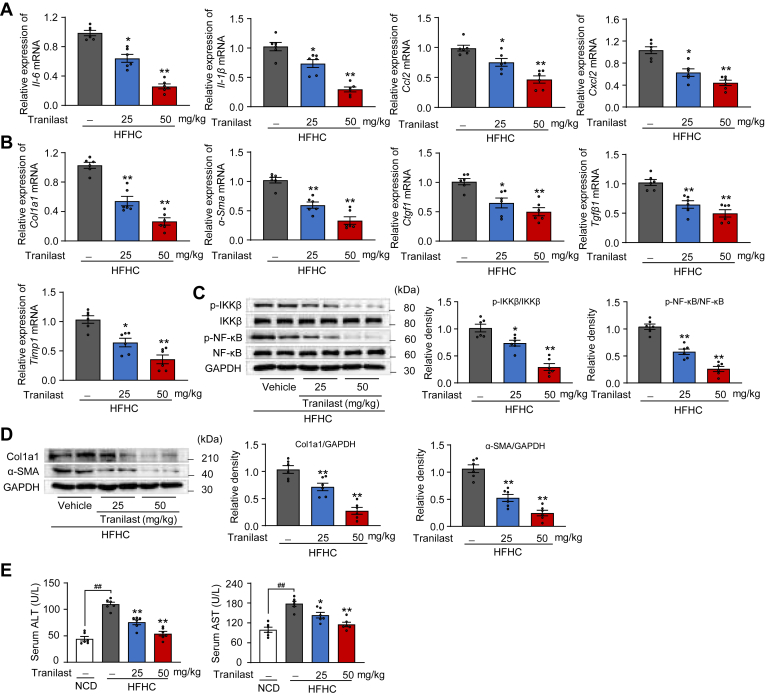
Tranilast ameliorates hepatic inflammation and fibrosis in HFHC diet-fed mice. Same mice as Fig. 2 were used. A, B: Relative mRNA levels of inflammatory genes (A) and profibrotic genes (B) in the liver sections of the indicated mice. C, D: Immunoblot analysis of the indicated proteins for the inflammation signaling (C) and fibrosis pathway (D) in liver tissues of the indicated mice. E: Serum ALT and AST levels of mice in the indicated groups. Data are presented as mean ± SEM (n = 6). ^##^*P* < 0.01, ∗*P* < 0.05, ∗∗*P* < 0.01 *vs*. the indicated groups or the HFHC treatment group. One-way ANOVA was used for statistical analysis (A–E). ALT, alanine aminotransferase; AST, aspartate aminotransferase; HFHC, high-fat high-cholesterol.

### Tranilast attenuates hepatic steatosis, inflammation, and fibrosis in MCD diet-fed mice

To further explore the direct hepatic effects of tranilast on lipid metabolism, we established a classical MCD dietary model in mice for 4 weeks (9). The daily oral administration of tranilast for 4 weeks to MCD diet-fed mice is illustrated in the schematic representation (Fig. 5A). Consistent with the results from the HFHC diet-fed model, MCD diet-fed mice showed a significant reduction in serum TC and TG levels, which was reversed by tranilast treatment (Supplemental Fig. S5A). In contrast, tranilast effectively inhibited the increase in TC and TG content in the liver tissues of MCD diet-fed mice (Fig. 5B). As expected, tranilast also reduced serum ALT and AST activities in mice subjected to the MCD diet challenge (Fig. 5C). To assess liver histological changes, we performed hepatic H&E and ORO staining. As shown in Fig. 5D, tranilast significantly reduced macrovesicular steatosis and lipid deposition in the liver tissues of MCD diet-fed mice.

**Fig. 5:**
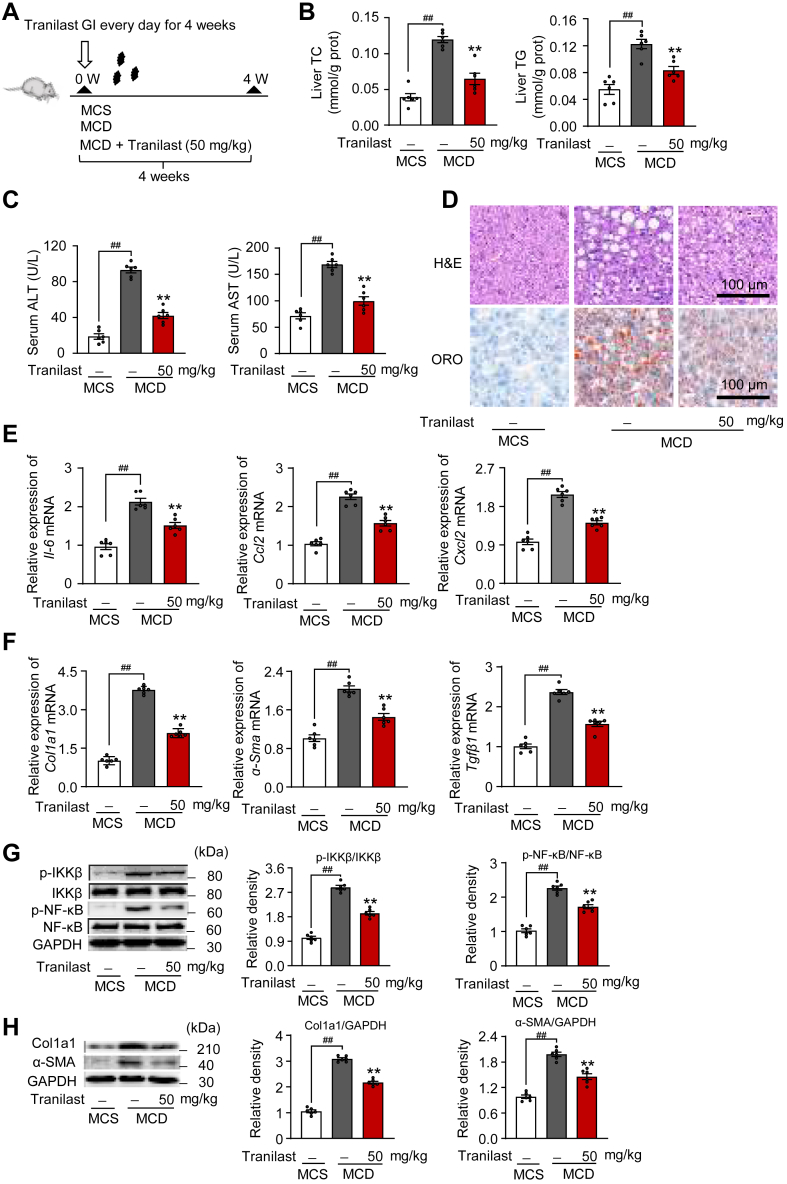
Tranilast attenuates hepatic steatosis, inflammation, and fibrosis in MCD diet-fed mice. 8-week-old male C57BL/6J mice were randomly grouped (n = 6). Mice were given ad libitum access to water and different types of diets. Vehicle or tranilast (50 mg/kg) was administrated to mice by gastric irrigation (GI) once daily for 4 weeks A: Schematic representation of the protocol. B: Levels of TC and TG in the liver tissues. C: Serum ALT and AST levels of the mice in the indicated groups. D: Representative images of H&E and ORO staining in liver sections. Scale bar, 100 μm. E, F: Relative mRNA levels of inflammatory genes (E) and profibrotic genes (F) in liver sections of the indicated mice. G, H: Immunoblot analysis of the indicated proteins for the inflammation signaling (G) and fibrosis pathway (H) in the liver tissues of the indicated mice. Data are presented as mean ± SEM (n = 6). ^##^*P* < 0.01, ∗∗*P* < 0.01 *vs*. the indicated groups or the MCD treatment group. One-way ANOVA was used for statistical analysis (B, D, and E-H). MCD, methionine-choline deficient; MCS, methionine- and choline-supplemented control; ORO, oil red O; TG, triglyceride; TC, total cholesterol.

Next, we examined the effects of tranilast on hepatic inflammation and collagen deposition in the liver of MCD diet-fed mice. Immunofluorescence staining and qPCR analysis revealed that tranilast substantially reduced hepatic inflammation, as indicated by the downregulation of Kupffer cells markers (Supplemental Fig. S5B, C), and by the decreased mRNA levels of inflammation-related genes (*Il-6*, *Ccl2*, and *Cxcl2*) (Fig. 5E). Additionally, tranilast effectively alleviated the gene expression of pro-fibrotic genes (*Col1a1*, *α-Sma*, and *Tgfβ1*) in the liver tissues of MCD diet-fed mice (Fig. 5F). Consistent with these results, tranilast also markedly inhibited the MCD diet-induced expression of p-IKKβ, p-NF-κB, α-SMA, and Col1a1 in mice, as shown in Fig. 5G, H. Collectively, these data confirm that tranilast protects against experimental steatohepatitis induced by MCD diet-fed mice.

### Tranilast promotes AMPK activation by inhibiting LKB1 acetylation

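RNA-seq data were available for 8 libraries, which the paper reports as from HFHC-fed mice. Of these, 4 were labelled as control and 4 as control with tranilast, and all were labelled as liver. The labels name no diet, and the HFHC diet is that of the series design and of Supplemental Fig. S6A. The paper's text does not name the dose of tranilast that the sequenced mice received. The methods describe poly-A enriched, paired-end TruSeq libraries sequenced on the HiSeq X-ten platform, whereas the sample labels name a NovaSeq instrument. The authors deposited an estimated count of reads and an FPKM value, in which reads are scaled for transcript length and depth, for each of 22063 mouse genes, together with the KEGG pathways of 9181 of them. The aligner, the counting tool and the genome build are not named in the paper's text, and 21973 of the Ensembl identifiers were found in the GENCODE M21 annotation of GRCm38, from which the coordinates were taken. Between 92.7% and 93.9% of the counts in each library were whole numbers, and the rest were rounded to whole numbers before testing. The counts summed to between 14585153 and 15618787 in the control libraries (median 14976004) and to between 12053036 and 14679386 in the tranilast libraries (median 13416196), so that 3 counts, the limit that a count of 0 allows, corresponded to between 0.192 and 0.249 CPM, which are counts scaled to the library total. This limit covers counting error only. Genes were kept by the default expression filter of edgeR, which left 10770 genes, and libraries were scaled by the TMM method, with factors of 0.956 to 0.965 in the control group and 1.037 to 1.045 in the tranilast group. Where genes are compared between groups, CPM are instead scaled to the counts in tested genes multiplied by these factors. The first principal component of the 1000 most variable genes held 69.7% of the variance and separated the groups, and the next held 9.09%. The biological coefficient of variation between libraries of a group was 5.09%. The paper's text does not state that each library came from a separate mouse. This spread, on which the p-values below rest, is therefore between libraries and may not be that between animals.

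Marker genes of cell types were counted in the libraries labelled as liver. The 9 hepatocyte markers found among the genes of the table held at most 0.000207% of the counts in any library, and Alb, the gene of serum albumin, had between 0 and 2 counts per library. The 14 macrophage markers held between 0.728% and 0.78% of the counts in each library. Among them, Lyz2 had between 51267 and 68975 counts and rank 9 of all genes by mean CPM, and Csf1r had between 29718 and 38395 counts. Clec4f, Vsig4 and Timd4, which mark resident Kupffer cells, had 0 counts in all 8 libraries. The cholangiocyte list held between 0.316% and 0.431%, nearly all of it from Spp1, which macrophages also express and which had between 41980 and 64910 counts.

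**Figure D1:**
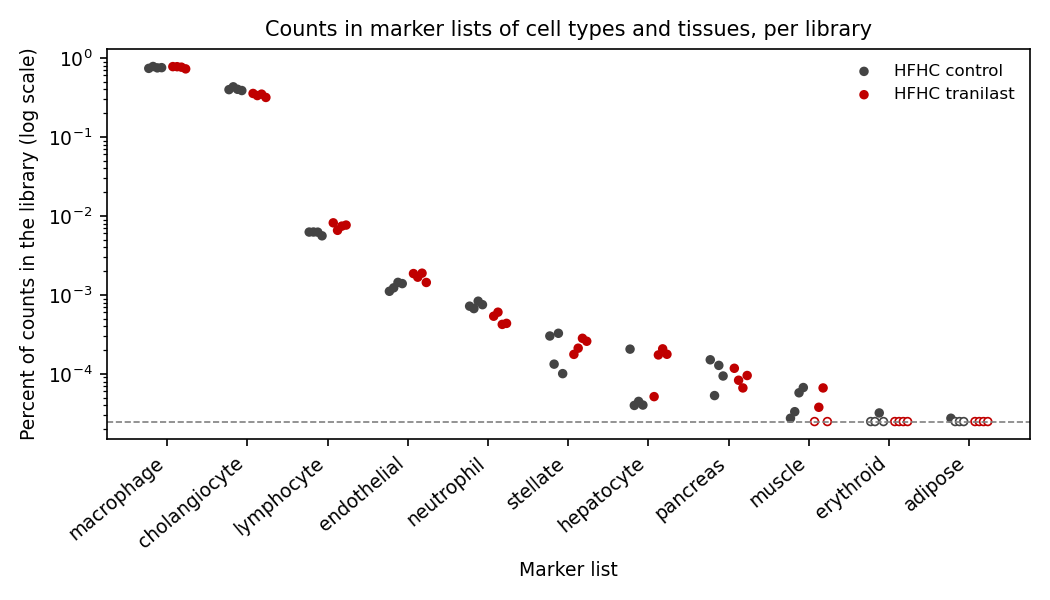
Percent of each library's counts (y axis, log scale) held by marker lists of cell types and tissues (x axis), with 1 point per library for the HFHC control (grey) and HFHC tranilast (red) libraries. The dashed line is 2.49e-05%, which is 3 counts in the smallest library, and open points, drawn on the line, are libraries at or under it. The macrophage list lies between 0.728% and 0.78%, and the hepatocyte list at or below 0.000207%.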

To investigate the molecular mechanism by which tranilast inhibits hepatic lipid response in NAFLD, we conducted RNA-seq analysis of liver tissues from HFHC-fed mice treated with tranilast. 

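Of the genes tested between the libraries labelled tranilast and control, 6143 had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3039 of them higher and 3104 lower with tranilast. The median absolute log2 fold change of these genes was 0.32. At the paper's threshold of 1.5 on the absolute log2 fold change, 120 genes were DEGs, 68 higher and 52 lower. The paper's methods give no p-value threshold for DEGs, and its statistics section gives 0.05, which was applied to the adjusted p-value. The values of the 4 tranilast libraries did not overlap those of the 4 control libraries in 5359 genes, or 49.8%, where chance gives 2.86%. The count of DEGs moved most when low-count genes were kept and 1.5 was read as a fold change instead of a log2 fold change, and was then 1450. This combination was chosen after seeing the data. The share of higher genes among those called was 49.5% with TMM, 62.6% with upper-quartile factors, 70.4% with the deposited FPKM values and 70.9% with library size alone. It was 44.6% with the trends with GC content and transcript length removed.

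Trp53inp1 (ENSMUSG00000028211, chromosome 4 of GRCm38, 11156431 to 11174379) had the largest rise among the abundant genes that met the rule for naming, from 2.44 ± 0.344 CPM (SD, n = 4) in the control group to 72.9 ± 5.66 CPM (SD, n = 4) in the tranilast group. Its log2 fold change was 4.90 (standard error 0.096, adjusted p = 7.8e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Inka2 followed with a log2 fold change of 3.80 (standard error 0.17, adjusted p = 2.4e-12 from the same test), and its tranilast replicate 1 lay below the other tranilast libraries, at a log2 CPM of 3.98 against 4.19 to 4.23. The next were Phlda3 with a log2 fold change of 2.85, Epha2 with 2.53, Slc40a1 with 2.28, Fndc10 with 2.20, Ahnak2 with 2.02 and Tcp11l2 with 1.94. Pif1 (ENSMUSG00000041064, chromosome 9, 65587160 to 65595967) fell most, from 34.2 ± 3.12 CPM (SD, n = 4) to 4.24 ± 1.13 CPM (SD, n = 4), with a log2 fold change of -3.00 (standard error 0.13, adjusted p = 1.6e-12 from the same test). Plk1 had a log2 fold change of -2.58, Prr11 of -2.32, Adm of -2.25, Ccnb2 of -2.23, Ube2c of -2.19, Cdkn3 of -2.16 and Cenpa of -2.14. In each of these 16 genes every tranilast library lay on the same side of every control library, which the rule for naming required. The exact permutation test therefore had to give its smallest two-sided p-value for 4 libraries against 4, 0.0286, and is no further evidence for them. With each library left out in turn, the log2 fold change of Trp53inp1 stayed between 4.84 and 4.97 and that of Pif1 between -3.15 and -2.84. Over all alternatives it was between 3.39 and 5.01 for Trp53inp1 and between -3.15 and -2.28 for Pif1. The values of 3.39 and -2.28 came from the log2 of the deposited FPKM plus 1.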

Following the quantification of differentially expressed genes (DEGs), we performed KEGG pathway enrichment analysis. As shown in Fig. 6A, the AMPK signaling pathway emerged as a key pathway involved in various metabolic processes. 

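In the deposited annotation the AMPK signaling pathway held 126 genes, of which 91 were tested. None of them was among the 120 DEGs, so the count was 0 where 0.94 was the number given by chance, and the one-sided Fisher's exact test against the 4733 tested genes with a pathway gave p = 1 for the higher DEGs, for the lower DEGs and for both together. Among the 357 pathways the AMPK signaling pathway took rank 117 for both directions together, a place it shared with every pathway that held no DEG, and 13 pathways had an unadjusted p-value under 0.05. The alternative that moved this result most kept the low-count genes and read the threshold as a fold change of 1.5, a combination chosen after seeing the data. It gave 18 of 118 genes, p = 0.0313 and an adjusted p-value of 0.61 after Benjamini-Hochberg adjustment of Fisher's exact test. The adjusted p-value was between 0.61 and 1 over all alternatives.

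The pathway was also tested as a set, without a threshold on single genes. With camera on voom values and a preset inter-gene correlation of 0.01, its p-value was 0.379 (adjusted p = 0.544 with Benjamini-Hochberg adjustment over 351 pathways), in the lower direction, and the median log2 fold change of its genes was -0.05. With fry, which tests the genes of the set by themselves, the p-value was 1.9e-04 in the same direction (adjusted p = 3.8e-04). Fry placed 293 of the 351 pathways at an adjusted p-value under 0.05. With the inter-gene correlation estimated from the data camera gave 0.52. The adjusted p-value of the set was between 3.8e-04 and 0.776 over all alternatives. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 28 of the 91 genes were higher and 31 lower at an adjusted p-value under 0.05. Their log2 fold changes lay between -1.25 and 1.14. From the KEGG enrichment in Fig. 6A, the paper states that the AMPK signaling pathway is a key pathway, and it then turns to AMPK phosphorylation in liver tissues and hepatocytes.

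**Figure D2:**
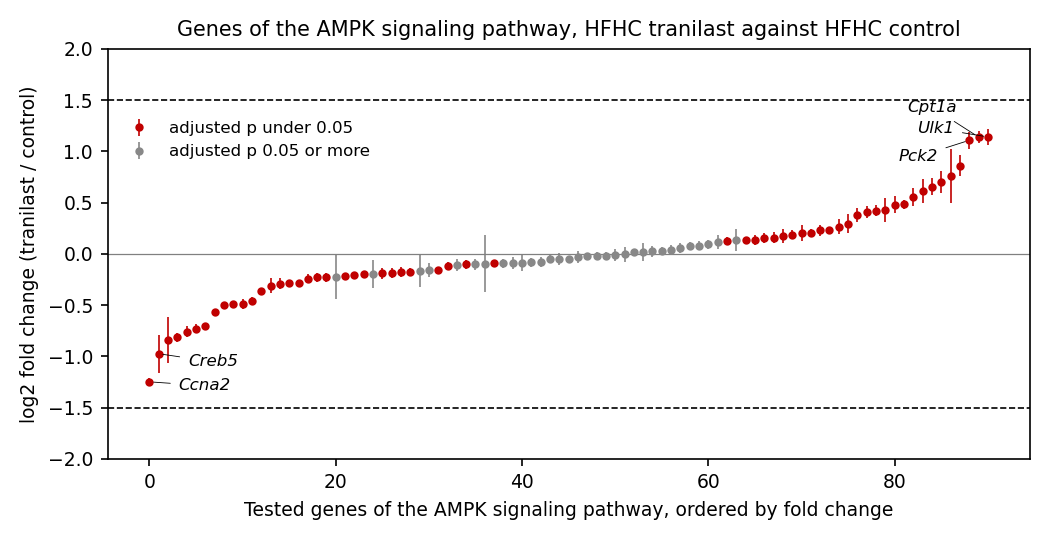
Log2 fold change of HFHC tranilast against HFHC control (y axis) for the 91 tested genes of the AMPK signaling pathway, ordered by fold change (x axis), with bars of 1 standard error. Red points have an adjusted p-value under 0.05, and the dashed lines mark the threshold of 1.5 in either direction, which no gene passes. The highest gene is at 1.14 and the lowest at -1.25.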

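The heatmap of Supplemental Fig. S6A shows Cpt1c, Cpt1a, Ulk1, Pck2, Ppp2r2c, Ccna2 and Creb5 in the 4 control and 4 tranilast libraries. Cpt1a (ENSMUSG00000024900), which encodes the liver form of carnitine palmitoyltransferase and lies on chromosome 19 of GRCm38 from 3322334 to 3385733, rose from 41.2 ± 3.04 CPM (SD, n = 4) in the control group to 90.7 ± 6.10 CPM (SD, n = 4) in the tranilast group. Its log2 fold change was 1.14 (standard error 0.059, adjusted p = 1.3e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ulk1 (chromosome 5, 110784488 to 110810097) rose from 24.12 ± 2.61 CPM (SD, n = 4) to 53.03 ± 4.93 CPM (SD, n = 4), also with a log2 fold change of 1.14 (standard error 0.078, adjusted p = 7.8e-10 from the same test). Pck2 (chromosome 14, 55540266 to 55551242) had a log2 fold change of 1.11 (standard error 0.082, adjusted p = 2.1e-09 from the same test). Ccna2 (chromosome 3, 36564865 to 36572150) and Creb5 (chromosome 6, 53287270 to 53700376) were lower. Ccna2 fell from 317 ± 11.3 CPM (SD, n = 4) to 133 ± 4.39 CPM (SD, n = 4), a log2 fold change of -1.25 (standard error 0.035, adjusted p = 3.2e-15 from the same test), and Creb5 fell from 6.78 ± 0.638 CPM (SD, n = 4) to 3.47 ± 1.08 CPM (SD, n = 4), a log2 fold change of -0.97 (standard error 0.19, adjusted p = 2.0e-04 from the same test). In these 5 genes the tranilast and control libraries did not overlap (exact permutation test, two-sided p = 0.0286 for each). Adjusted over the list alone, the same 5 genes had an adjusted p-value under 0.05. The paper does not state how the genes of the heatmap were chosen. The heatmap was drawn from these libraries, so the result is not independent evidence.

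Cpt1c and Ppp2r2c had too few counts for the expression filter. Cpt1c (chromosome 7, 44959372 to 44974851) had between 1 and 4 counts in the control libraries and between 5 and 17 in the tranilast libraries. Fitted without the filter, its log2 fold change was 1.99 (adjusted p = 0.0158 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was 1.68 (adjusted p = 0.0856) without tranilast replicate 4, over a range of 0.00836 to 0.0856 for the adjusted p-value across its alternatives. Ppp2r2c (chromosome 5, 36868513 to 36955078) had between 0 and 4 counts in the control libraries and between 4 and 18 in the tranilast libraries (exact permutation test, two-sided p = 0.0571). Its log2 fold change without the filter was 3.02 (adjusted p = 0.00132 from the same test). Control replicate 1 held 4 counts and the other control libraries at most 1. Without that replicate the fitted log2 fold change was 4.62, a value that depends on the prior count because the remaining control libraries lay under the limit of 3 counts. Of the 7 genes, 5 were higher and 2 lower with tranilast, and none changed direction under any alternative.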

A heatmap generated from the RNA-seq data revealed that tranilast effectively downregulated the expression of liver genes associated with the AMPK pathway (Supplemental Fig. S6A). Furthermore, preliminary experiments ruled out interference from other pathways.

**Fig. 6:**
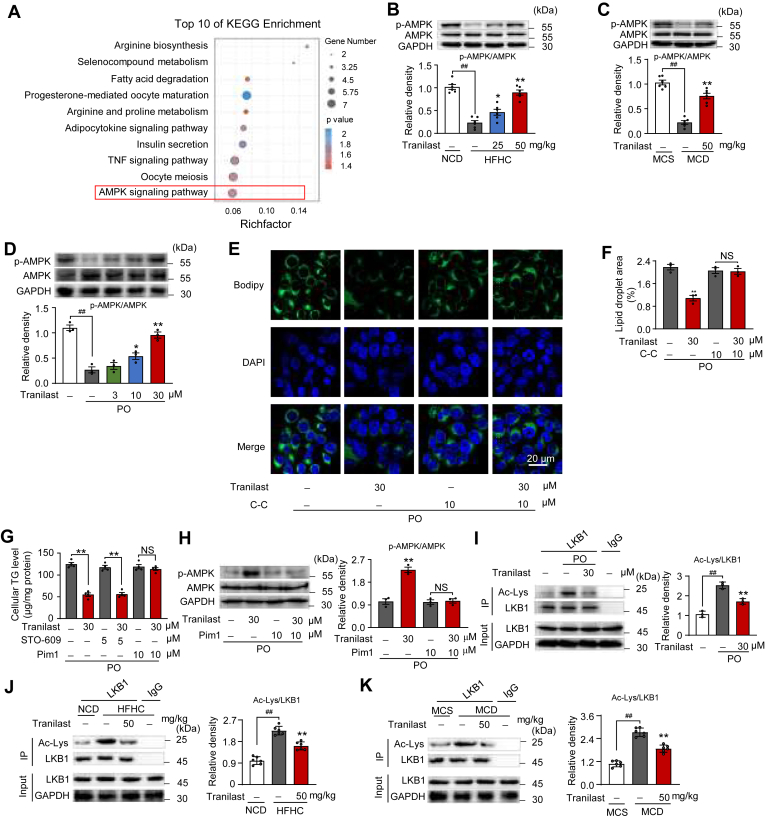
Tranilast promotes AMPK activation by inhibiting LKB1 acetylation. A: Bubble chart showing the KEGG enrichment pathway analysis of DEGs upregulated in liver tissues of the indicated mice. Fisher exact test was used to test the enrichment of DEGs against all identified genes. B: Immunoblot analysis of AMPK phosphorylation from liver tissues of the indicated mice described in Fig. 2. C: Immunoblot analysis of AMPK phosphorylation from the liver tissues of the indicated mice described in Fig. 5. D: Immunoblot analysis of AMPK phosphorylation in primary hepatocytes treated with tranilast in the presence or absence of PO (n = 3). E, F: Representative images of BODIPY staining (E) and quantification of fluorescence (F) in PO-induced L02 cells treated with tranilast in the presence or absence of C-C (10 μM) (n = 3). G: Cellular TG contents in PO-induced L02 cells treated with tranilast in the presence or absence of the CaMKK2 inhibitor (STO-609, 5 μM) or the LKB1 inhibitor (Pim1, 10 μM) (n = 4). H: Immunoblot analysis of AMPK phosphorylation from PO-induced L02 cells treated with tranilast in the presence or absence of Pim1 (n = 3). I: IP and immunoblot analysis of LKB1 acetylation in PO-stimulated L02 cells treated with tranilast (n = 3). J, K: IP and immunoblot analysis of LKB1 acetylation in liver tissues of indicated mice. Data are presented as mean ± SEM (n = 6). ∗∗*P* < 0.01 *vs*. the indicated groups or the HFHC/MCD/PO treatment group. NS, not significant. One-way ANOVA was used for statistical analysis (B-D, I-K). Student's *t* test and Mann-Whitney U test were applied in (F–H). C-C, Compound C; DEGs, differentially expressed genes; HFHC, high-fat high-cholesterol; KEGG, Kyoto encyclopedia of genes and genomes; MCD, methionine-choline deficient; MCS, methionine- and choline-supplemented control; NCD, normal chow diet; PO, palmitic acid and oleic acid; TG, triglyceride.

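Of the 68 DEGs that were higher with tranilast, 22 had a pathway in the deposited annotation, and no pathway had an adjusted p-value under 0.05 in the one-sided Fisher's exact test with Benjamini-Hochberg adjustment. The count was 0 of 357 pathways, and 3 had an unadjusted p-value under 0.05. The p53 signaling pathway came first, with Bbc3, Sesn2 and Sesn3 among its 64 tested genes (p = 0.00302 from Fisher's exact test, adjusted p = 1). Of the 52 DEGs that were lower, 27 had a pathway, and 3 pathways had an adjusted p-value under 0.05 in the same test. Cell cycle held 8 of them among 116 tested genes (p = 1.5e-07 from Fisher's exact test, adjusted p = 5.5e-05), Oocyte meiosis held 7 among 90 (p = 4.6e-07, adjusted p = 8.3e-05) and Progesterone-mediated oocyte maturation held 5 among 68 (p = 3.3e-05, adjusted p = 0.00397). The 7 and the 5 genes of the oocyte pathways all belonged to Cell cycle except Aurka, which is in a prewritten list of 24 cell cycle genes, and 0 remained without the genes of that pathway and list.

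Of the 10 pathways named in Fig. 6A, 2 were among the 10 with the lowest p-value for both directions together, namely Oocyte meiosis and Progesterone-mediated oocyte maturation, and 5 held no DEG. Over all genes, camera, which compares a pathway with the other tested genes, placed 64 of the 351 pathways at an adjusted p-value under 0.05, 53 in the lower and 11 in the higher direction. Spliceosome had the lowest p-value, with 91 genes lower and 9 higher among 130 and a median log2 fold change of -0.22. Lysosome led the higher direction with a median log2 fold change of 0.15. With the inter-gene correlation estimated, 0 of the 64 calls held, and 67 of all pathways had an unadjusted p-value under 0.05.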

In support of these findings, immunoblot analysis demonstrated that tranilast significantly promoted AMPK activation both in vivo (Fig. 6B, C) and in vitro (Fig. 6D), as evidenced by increased AMPK phosphorylation in the liver tissues of HFHC/MCD diet-fed mice and PO-induced L02 cells. Immunofluorescence microscopy further confirmed that tranilast substantially reduced PO-induced lipid accumulation, and this effect was reversed by C-C treatment and AMPK inactivation (Fig. 6E, F and Supplemental Fig. S6B), establishing that AMPK activation contributes to the protective effects of tranilast on lipid metabolism. These results prompted us to further investigate how tranilast enhances AMPK activation during hepatic lipid response. As a key sensor of cellular energy status, AMPK is conserved across all eukaryotes (31). AMPK activation is primarily regulated by changes in the AMP/ADP ratio, LKB1, and CaMKK2. As shown in Supplemental Fig. S6C–H, tranilast did not significantly alter the AMP/ATP or ADP/ATP ratios in liver tissues from HFHC and MCD diet-fed mice or in PO-induced hepatocytes. This suggests that tranilast activates AMPK through an AMP/ADP-independent mechanism.

To identify the kinase involved in these processes, we examined the effects of tranilast on PO-induced cellular TG accumulation in the presence or absence of STO-609 (a CaMKK2 inhibitor) or Pim1 (a LKB1 inhibitor) were examined. Surprisingly, only Pim1 treatment diminished the inhibitory effects of tranilast on cellular TG accumulation in PO-induced L02 cells (Fig. 6G), suggesting that LKB1 plays a role in lipid metabolism. Consistent with this, tranilast’s promotion of AMPK phosphorylation was largely counteracted by Pim1 treatment (Fig. 6H), confirming the involvement of the LKB1-AMPK axis in tranilast’s beneficial effects on lipid accumulation. We then explored the potential mechanism by which tranilast modulates LKB1 activity. Recent evidence suggests that LKB1 acetylation is critical for AMPK activation under pathological conditions (32). Immunoprecipitation data revealed that tranilast significantly reduced PO-induced LKB1 acetylation (Fig. 6I), and similar reductions were observed in liver tissues from HFHC or MCD diet-fed mice (Fig. 6J, K), indicating that tranilast deacetylates LKB1 and thereby activates AMPK. Furthermore, the inhibitory effects of tranilast on PO-induced TG levels and AMPK activation were reversed by LKB1 knockdown and constitutive acetylation of LKB1 through mutation (Supplemental Fig. S6I, J). In summary, these findings demonstrate that tranilast activates AMPK through the inhibition of LKB1 acetylation.

### AMPK is essential for the inhibitory effects of tranilast on the hepatic lipid response

To determine whether the AMPK pathway is essential for tranilast’s inhibitory effects on hepatic lipid response in vivo, we established a well-characterized hepatic lipid response model. Mice were fed an MCD diet and administered either vehicle or tranilast via oral gavage, alongside an intraperitoneal injection of C-C (Fig. 7A). As shown in Fig. 7B, C-C treatment for 2 weeks effectively blocked AMPK activation in liver tissues. As expected, C-C treatment largely reversed the beneficial effects of tranilast on MCD diet-induced serum and liver lipid levels, as well as liver damage. This was evidenced by increases in serum TC and TG levels (Supplemental Fig. S7), liver TC and TG levels (Fig. 7C), plasma ALT and AST activities (Fig. 7D), and hepatic H&E pathological and ORO staining (Fig. 7E). Furthermore, C-C treatment almost completely abolished the beneficial effects of tranilast on hepatic inflammation and collagen deposition in MCD diet-fed mice. These changes were reflected in qPCR assays (Fig. 7F, G) and immunoblot analysis (Fig. 7H, I). Collectively, these results suggest that tranilast’s inhibitory effects on hepatic lipid response in NAFLD are primarily mediated through AMPK activation.

**Fig. 7:**
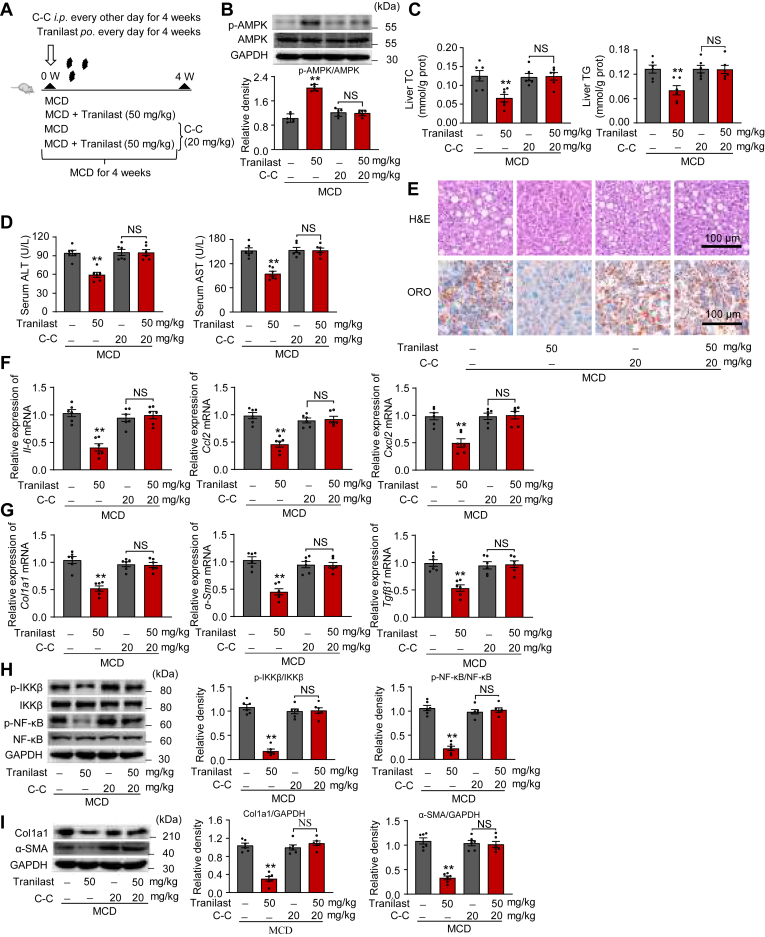
AMPK is essential for the inhibitory effects of tranilast on the hepatic lipid response. 8-week-old male C57BL/6J mice were ad libitum grouped (n = 6 per group) and fed an MCD diet for 4 weeks. Mice were administrated to vehicle or tranilast (50 mg/kg) by gastric irrigation (GI) once daily for 4 weeks and were injected *i.p.* with either vehicle or C-C (20 mg/kg) every 2 days for 4 weeks. A: Schematic representation of the protocol. B: Immunoblot analysis confirmed the targeting of AMPK phosphorylation in liver sections of the indicated mice. C: Levels of TC and TG in liver tissues. D: Serum ALT and AST levels of mice in the indicated groups. E: Representative images of H&E and ORO staining in liver sections. Scale bar, 100 μm. F, G: Relative mRNA levels of inflammatory genes (F) and profibrotic genes (G) in liver sections of the indicated mice. H, I: Immunoblot analysis of the indicated proteins for the inflammation signaling (H) and fibrosis pathway (I) in liver tissues of the indicated mice. Data are shown as mean ± SEM (n = 6). ∗∗*P* < 0.01 *vs*. the indicated groups or the MCD treatment group. NS, not significant. Student's *t* test and Mann-Whitney U test were used for statistical analysis (B-D, F-I). ALT, alanine aminotransferase; AST, aspartate aminotransferase; C-C, Compound C; MCD, methionine-choline deficient; ORO, oil red O.

## Discussion

Given the increasing prevalence of NASH and the lack of approved treatments despite numerous attempts, identifying new drug candidates for intervention is a critical clinical need. In this study, we identified the anti-allergic drug tranilast as a potential therapeutic agent for modulating hepatic lipid metabolism through compound screening. A previous study demonstrated that tranilast improves hepatic fibrosis in a rat model of NASH by downregulating TGF-β in liver-resident Kupffer cells (26). However, the effects of tranilast on obesity and its ability to prevent the progression from NAFL to NASH, as well as its role in hepatocytes, have not been reported. Moreover, the molecular mechanisms underlying tranilast’s effects remain unclear. In the present work, we examined the therapeutic effects of tranilast on hepatic lipid metabolism in NAFLD, specifically in models of HFHC and MCD diet-induced liver injury and clarified its underlying molecular mechanisms. The proposed molecular mechanism by which tranilast modulates hepatic lipid metabolism is shown in Fig. 8. Our findings suggest that tranilast represents a promising novel therapeutic strategy for targeting LKB1 deacetylation in NAFLD.

**Fig. 8:**
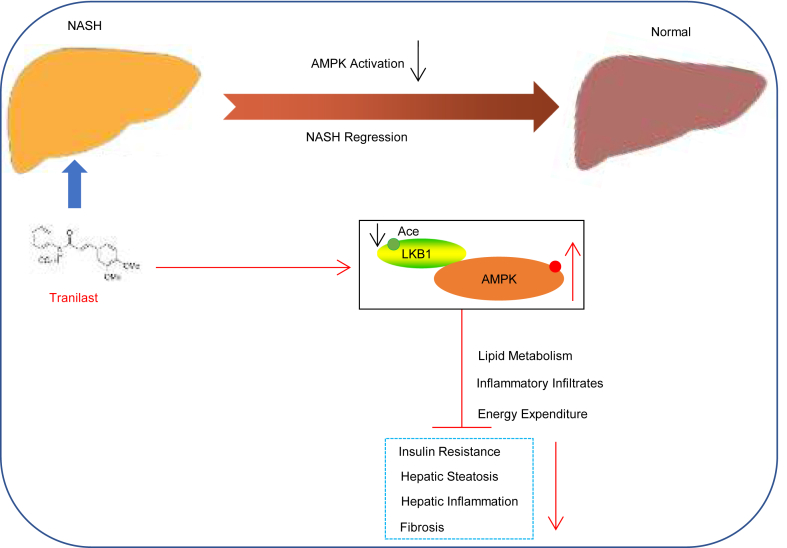
Proposed schematic illustration of a potential mechanism of tranilast in combatting the hepatic lipid response in NAFLD. Tranilast alleviates the hepatic lipid response in NAFLD by deacetylating LKB1 and promoting AMPK activation, which contributes to preventing hepatic steatosis, inflammation, and fibrosis. AMPK, adenosine monophosphate (AMP)-activated protein kinase; LKB1, liver kinase B1; NAFLD, nonalcoholic fatty liver disease.

Here, we identified tranilast as a repurposed drug candidate targeting hepatic lipid response using our optimized in-house library. Tranilast effectively attenuated lipid accumulation and inflammatory responses in vitro. We then demonstrated that tranilast reduced liver inflammation, steatosis, and fibrosis in nutritional models of hepatic lipid response induced by HFHC and MCD diets. While this phenomenon has received limited investigation, its underlying mechanisms and physiological relevance remain unclear. To address this, we explored the molecular mechanism of tranilast in modulating hepatic lipid response in NAFLD. Our findings suggest that tranilast reduces liver steatosis and inflammation, presenting a compelling strategy to mitigate hepatic lipid response. These results further position tranilast as a promising therapeutic candidate for managing hepatic lipid dysregulation in NAFLD. Regarding the PRESTO trial, which reported evidence of liver damage following systemic administration of tranilast (33), the observed toxicity was likely due to the administration of very high dosages. In our study, we used 25 or 50 mg/kg of tranilast daily, corresponding to a human equivalent dose of approximately 2.1 or 4.1 mg/kg/day. Compared to the significantly higher dosages reported in the trial, our results highlight the safety of tranilast at these lower, clinically relevant doses.

With the exception of liver-resident Kupffer cells, hepatocytes are the most well-characterized liver cells, crucial for the liver's physiological and metabolic functions. Our study highlighted that tranilast specifically targets hepatocytes, which store TGs and lipids in NAFLD. Hepatic lipid droplets and steatosis are exacerbated by the increased uptake and synthesis of excess lipids (34). Inflammation plays a central role in both the initiation and the progression of hepatic lipid response in NAFLD, driving the release of proinflammatory cytokines and causing hepatocyte damage. In this study, tranilast reduced hepatic lipid content in PO-induced L02 cells and primary hepatocytes. Specifically, tranilast inhibited the mRNA expression of *IL-6*, *TNF-*α, and *IL-1β* in vitro. These findings provide strong evidence that tranilast suppresses hepatic lipid accumulation and inflammatory responses in vitro.

HFHC diets consistently induce NAFLD in mice, as shown by the development of obesity, hyperlipidemia, insulin resistance, significant inflammation, and partial fibrosis (35). In this study, we employed a series of well-established HFHC diet-fed mouse models, demonstrating that tranilast reduced body weight, fasting serum glucose and insulin concentrations, and various biochemical parameters. Moreover, tranilast significantly decreased HFHC diet-induced liver weight, the liver-to-body weight ratio, liver lipid accumulation, and serum triglyceride (TG), total cholesterol (TC), and low-density lipoprotein cholesterol (LDL-C) concentrations. Our results also demonstrated that tranilast administration alleviated hepatic steatosis in mice induced by the HFHC diet. In addition to steatosis, liver inflammation and fibrosis persist throughout the progression of the hepatic lipid response in NAFLD. Among the various inflammatory pathways and hepatic fibrogenic markers identified, the NF-κB pathway and fibrogenic proteins are the most extensively discussed in the context of HFHC diet feeding (6, 7). Furthermore, accumulating evidence suggests that the inhibition of NF-κB and the antifibrotic effects associated with it play a crucial role in mitigating the hepatic lipid response (35). In our study, tranilast inhibited the HFHC diet-induced IKKβ/NF-κB pathway and collagen deposition in mice, further supporting the significant ameliorative effects of tranilast on the hepatic lipid response. Based on these findings, targeting hepatic inflammation and fibrosis with tranilast may represent a potential therapeutic strategy for preventing and treating diet-induced metabolic liver diseases.

The MCD diet model induces hepatic steatosis similar to the pathological characteristics of NASH in humans (36). In the NASH model induced by the MCD diet, impaired VLDL secretion blocks TG transport from the liver to plasma, leading to a marked increase in hepatic TG levels and a reduction in plasma TG levels. In this study, we extended our investigations to the MCD model and demonstrated that tranilast treatment inhibited hepatic TG production while increasing plasma TG levels in MCD diet-fed mice. Furthermore, tranilast significantly improved MCD diet-induced hepatic steatosis and inflammation. Additionally, tranilast substantially reduced hepatic fibrosis in this model, providing compelling evidence that tranilast can effectively mitigate the hepatic lipid response. Our findings highlight that tranilast protects against the hepatic lipid response in NAFLD induced by the MCD diet.

To elucidate the mechanism by which tranilast inhibits hepatic steatosis, inflammation, and fibrosis induced by HFHC and MCD diets, KEGG pathway enrichment analysis of RNA-seq data revealed that tranilast exerts its effects primarily through the activation of the AMPK pathway. 

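The paper reports the RNA-seq data as those of liver tissues from HFHC-fed mice. Hepatocyte markers held at most 0.000207% of the counts in any library, so the values below cannot be assigned to hepatocytes. The transcripts of AMPK, of LKB1 and of their partners were compared between the libraries labelled tranilast and control. Stk11, the gene of LKB1 (ENSMUSG00000003068, chromosome 10 of GRCm38, 80115803 to 80130682), was lower, with 112 ± 4.98 CPM (SD, n = 4) in the control group and 80.0 ± 5.14 CPM (SD, n = 4) in the tranilast group. Its log2 fold change was -0.49 (standard error 0.048, adjusted p = 1.1e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every tranilast library lay below every control library (exact permutation test, two-sided p = 0.0286). Stradb and Strada, which encode pseudokinase partners of LKB1, were higher, with log2 fold changes of 0.70 (standard error 0.10, adjusted p = 1.6e-05 from the same test) and 0.41 (standard error 0.059, adjusted p = 1.2e-05 from the same test). Prkag1, a gamma subunit of AMPK, was higher with a log2 fold change of 0.27 (standard error 0.073, adjusted p = 0.00479 from the same test). Prkaa1, the catalytic alpha1 subunit, had a log2 fold change of 0.09 (standard error 0.040, adjusted p = 0.0605 from the same test). Prkaa1 had an adjusted p-value under 0.05 in 6 alternatives, among them 0.00232 with upper-quartile factors and 0.0359 without tranilast replicate 4, over a range of 2.3e-04 to 0.148 across its alternatives. Prkab1, Prkab2, Prkag2, Cab39, Cab39l and Camkk2 did not differ at an adjusted p-value under 0.05 in the same test, and each of them changed direction under at least 1 alternative. Without tranilast replicate 1 the adjusted p-value of Cab39l was 0.0281, and without control replicate 2 that of Prkag2 was 0.0338. Across all alternatives the adjusted p-value was between 0.0281 and 0.724 for Cab39l, between 0.0185 and 0.613 for Prkag2, between 0.00575 and 0.837 for Camkk2, between 0.0123 and 0.877 for Cab39, between 0.0483 and 0.879 for Prkab1 and between 0.204 and 0.995 for Prkab2. Prkab2 turned from -0.00 to 0.021 without control replicate 3, and to smaller rises without control replicate 1, tranilast replicate 1 or tranilast replicate 3. Prkaa2, which encodes the alpha2 subunit, and Prkag3 had at most 1 count in any library and Camkk1 at most 3, so a difference was not detectable at this depth. Of the 11 genes tested, 4 were called over all genes and 4 when adjusted over the list alone. Transcript levels do not measure the phosphorylation of AMPK or the acetylation of LKB1.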

Notably, tranilast does not alter metabolic parameters during lean chow feeding, highlighting its specific effects on the hepatic lipid response. This finding aligns with previous studies conducted in rat models (26). In recent years, AMPK has emerged as a well-established molecular target for treating metabolic disorder-related diseases (37, 38). AMPK acts as a nutrient and energy sensor, regulating energy homeostasis in response to diverse stimuli (39). Structurally, AMPK is a heterotrimer consisting of a catalytic α-subunit and regulatory β- and γ-subunits, and its activity is inversely correlated with hepatic lipid accumulation (40).

Numerous studies have shown that hepatic AMPK loss-of-function exacerbates diet-induced hepatic lipid pathology, while its gain-of-function mitigates these effects (41, 42). Given the critical role of AMPK in regulating NAFLD, our findings suggest that targeting the deacetylation of LKB1 by tranilast represents a promising therapeutic strategy for metabolic liver diseases. Previous research indicates that LKB1 signaling plays an essential role in the progression of NASH and hepatocyte death (43), further underscoring the link between LKB1 and NAFLD. Our study confirms that deacetylation of LKB1 is pivotal to the inhibitory effects of tranilast on the hepatic lipid response. These results align with prior evidence that liver-specific activation of AMPK can effectively suppress hepatic lipid response in NAFLD (42). In this study, we further clarified the mechanism by demonstrating that tranilast promotes AMPK activation by inhibiting LKB1 acetylation.

Our study has several limitations. First, it primarily focuses on the liver, and additional investigations in other tissues are warranted. Second, mechanistic studies are needed to clarify the precise mechanism by which tranilast inhibits LKB1 acetylation. Finally, these findings should be validated in rat and macaque models.

## Conclusion

In conclusion, our study demonstrates that tranilast, an approved anti-allergic drug, prevents the hepatic lipid response in NAFLD through LKB1 deacetylation. These findings provide strong experimental evidence supporting the therapeutic potential of deacetylating LKB1 for treating NASH. More importantly, tranilast may represent a novel agent with significant translational potential for the pharmacological management of metabolic diseases.

## Data availability

All data are contained within the manuscript and supplementary data, except that RNA-seq data have been deposited into the Gene Expression Omnibus database (accession no. GSE249350).

## Supplemental data

This article contains supplemental data.

## Conflict of interests

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Small molecule-driven LKB1 deacetylation is responsible for the inhibition of hepatic lipid response in NAFLD
**Source:** J Lipid Res. 2025 Jan 2;66(2):100740. doi: 10.1016/j.jlr.2024.100740
**Supplement:** Supplementary Tables and Figures

**Table S1. Sequences of the primers used for real-time PCR.**

| **Gene** | **Forward (5’ to 3’)** | **Reverse (5’ to 3’)** |
| --- | --- | --- |
| *Fasn* mouse | CTGCGGAAACTTCAGGAAATG | GGTTCGGAATGCTATCCAGG |
| *Cd36* mouse | GACTGGGACCATTGGTGATGA | AAGGCCATCTCTACCATGCC |
| *Pparg* mouse | ATTCTGGCCCACCAACTTCGG | TGGAAGCCTGATGCTTTATCCCCA |
| *Srebf1c* mouse | CACTTCTGGAGACATCGCAAAC | ATGGTAGACAACAGCCGCATC |
| *Fabp1* mouse | TGGTCCGCAATGAGTTCACCCT | CCAGCTTGACGACTGCCTTGACTT |
| *Acaca* mouse | GGCCAGTGCTATGCTGAGAT | AGGGTCAAGTGCTGCTCCA |
| *Scd1* mouse | TCTTCCTTATCATTGCCAACACCA | GCGTTGAGCACCAGAGTGTATCG |
| *Il-6* mouse | TAGTCCTTCCTACCCCAATTTCC | TTGGTCCTTAGCCACTCCTTC |
| *Tnf-α* mouse | CATCTTCTCAAAATTCGAGTGACAA | TGGGAGTAGACAAGGTACAACCC |
| *Il-1β* mouse | CCGTGGACCTTCCAGGATGA | GGGAACGTCACACACCAGCA |
| *Ccl2* mouse | TACAAGAGGATCACCAGCAGC | ACCTTAGGGCAGATGCAGTT |
| *Cxcl2* mouse | GCGCCCAGACAGAAGTCATA | CAGTTAGCCTTGCCTTTGTTCA |
| *Timp1* mouse | GAGACCACCTTATACCAGCGTT | TACGCCAGGGAACCAAGAAG |
| *Ctgf* mouse | TGACCCCTGCGACCCACA | TACACCGACCCACCGAAGACACAG |
| *Col1a1* mouse | TGCTAACGTGGTTCGTGACCGT | ACATCTTGAGGTCGCGGCATGT |
| *α-Sma*  mouse | CCCAGACATCAGGGAGTAATGG | TCTATCGGATACTTCAGCGTCA |
| *Tgfβ1* mouse | ATTTGGAGCCTGGACACACA | GAGCGCACAATCATGTTGGA |
| *F4/80* mouse | TTCCTGCTGTGTCGTGCTGTTC | GCCGTCTGGTTGTCAGTCTTGTC |
| *Tlr4* mouse | GAGCCGGAAGGTTATTGTGGTAGTG | AGGACAATGAAGATGATGCCAGAGC |
| *Tlr9* mouse | GAGCCTGAGCCACACCAACATC | CTTGTAGTAGCAGTTCCCGTCCATG |
| *Pparα*  mouse | AGAGCCCCATCTGTCCTCTC | ACTGGTAGTCTGCAAAACCAAA |
| *Cpt1α* mouse | AGATCAATCGGACCCTAGACAC | CAGCGAGTAGCGCATAGTCA |
| *Hacd2* mouse | TCTTTCCAGGTGATGTCAAGAG | CCAGGCAATGACAAACAGAAG |
| *Elovl6* mouse | CATGCCGTCATGTACTCTTACT | CATCTGAGTGATCTGGGACAAG |
| *Slc27a5* mouse | CACCCCCAGGGCTACGCT | CAGTGCTTGCCGCTCTAAA |
| *Pgc-1α* mouse | ATACCGCAAAGAGCACGAGAAG | CTCAAGAGCAGCGAAAGCGTCACAG |
| *G6Pase* mouse | CGACTCGCTATCTCCAAGTGA | GTTGAACCAGTCTCCGACCA |
| *Pepck* mouse | AAGCATTCAACGCCAGGTTC | GGGCGAGTCTGTCAGTTCAAT |
| *β-Actin* mouse | GTGACGTTGACATCCGTAAAGA | GCCGGACTCATCGTACTCC |
| *IL-6* human | GAGTAGTGAGGAACAAGCCAGA | AAGCTGCGCAGAATGAGATGA |
| *TNF-ɑ* human | TGGCGTGGAGCTGAGAGATA | TGATGGCAGAGAGGAGGTTG |
| *IL-1β* human | GCCAGTGAAATGATGGCTTATT | AGGAGCACTTCATCTGTTTAGG |
| *β-Actin human* | CATGTACGTTGCTATCCAGGC | CTCCTTAATGTCACGCACGAT |

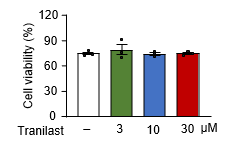

**Supplemental Figure S1.** Cell viability detected by CCK8 analysis in the indicated groups (n = 3). One-way ANOVA was used for statistical analysis.

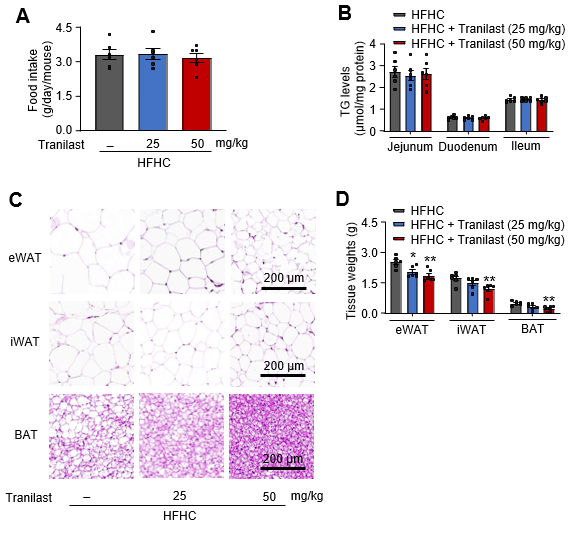

**Supplemental Figure S2.** Effects of tranilast on food intake, absorption, and adipose tissue described in **Fig.2**. Food intake (**A**) and absorption (**B**) of the indicated mice. H&E analysis (**C**) and weights (**D**) of various adipose tissues (eWAT, iWAT, and BAT) of the indicated mice. Scale bar, 200 µm. Data are presented as mean ± SEM (n = 6). **p* < 0.05, ***p* < 0.01 *vs*. the HFHC treatment group. One-way ANOVA was used for statistical analysis (A, B, and D).

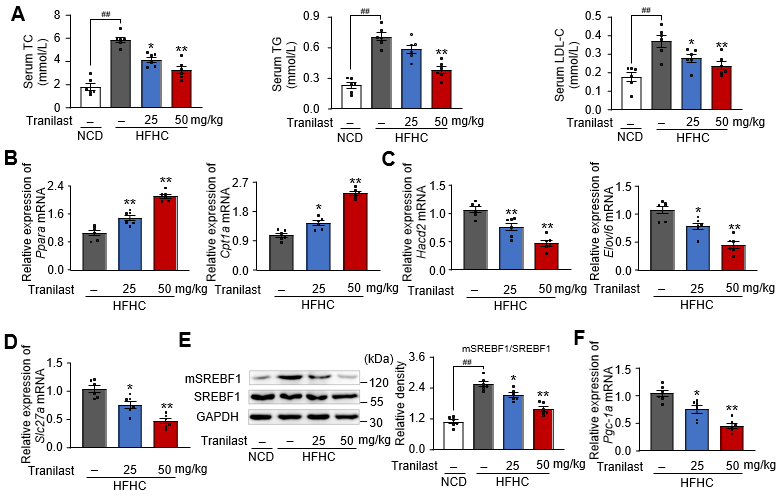

**Supplemental Figure S3.** Effects of tranilast on serum lipid contents and fatty acid metabolism-related genes and SREBF1 from liver tissues described in **Fig.2.** (**A**) Levels of TC, TG, and LDL-C in serum were determined in the indicated mice. (**B**-**F**) Fatty acid metabolism-related genes and SREBF1 were measured in the indicated mice. Data are presented as mean ± SEM (n = 6). ##*p* < 0.01, **p* < 0.05, ***p* < 0.01 *vs*. the indicated groups or the HFHC treatment group. One-way ANOVA was used for statistical analysis (A-F).

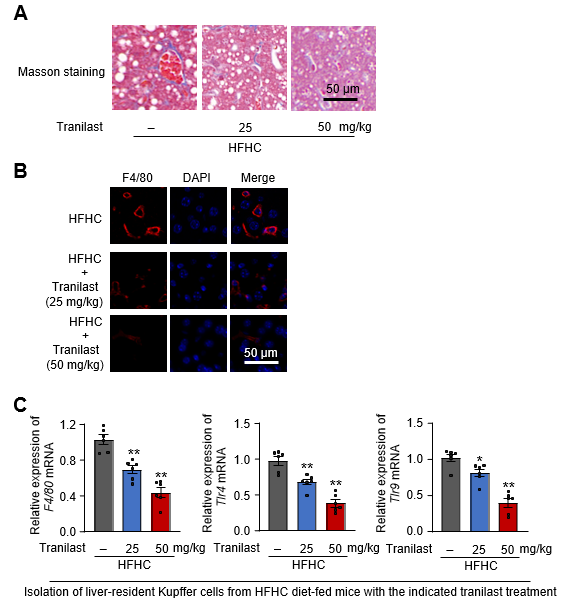

**Supplemental Figure S4.** Tranilast limits hepatic inflammation in the liver sections of the indicated mice described in **Fig.2.** Masson's trichrome staining (**A**) and immunofluorescence staining of F4/80-positive cells (**B**) in liver tissues of indicated mice. Scale bar, 50 µm. (**C**) Hepatic gene expression of Kupffer cells. Data are presented as mean ± SEM (n = 6). **p* < 0.05, ***p* < 0.01 *vs*. the HFHC treatment group. One-way ANOVA was used for statistical analysis (C).

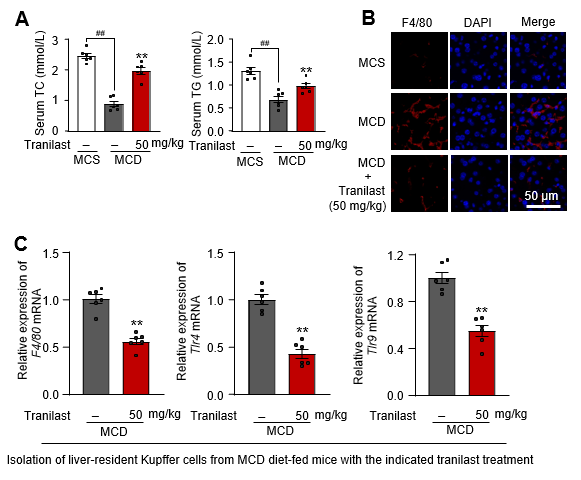

**Supplemental Figure S5.** Effects of tranilast on serum lipid contents and hepatic inflammation in liver sections of the indicated mice described in **Fig.5.** (**A**) Levels of TC and TG in serum. (**B**) Immunofluorescence staining of F4/80-positive cells in liver tissues of indicated mice. Scale bar, 50 µm. (**C**) Hepatic gene expression of Kupffer cells. Data are presented as mean ± SEM (n = 6). ##*p* < 0.01, ***p* < 0.01 *vs*. the indicated groups or the MCD treatment group. One-way ANOVA was used in (A). Student's *t*-test and Mann-Whitney U test were applied in (C).

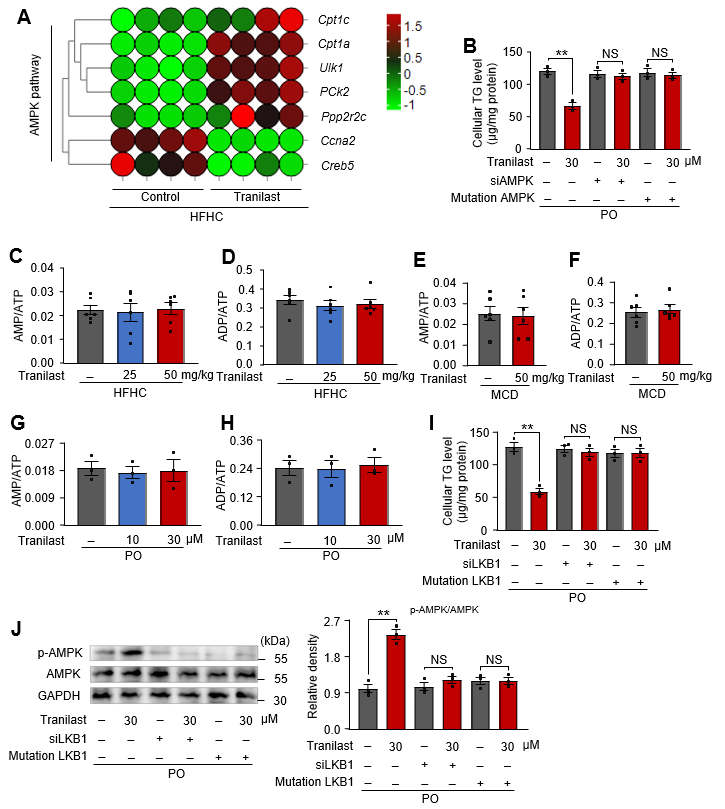

**Supplemental Figure S6.** (**A**)Heatmap of AMPK pathway-related hepatic gene expression profiles based on the RNA-Seq dataset. (**B**) Effects of tranilast on TG content in inactivation AMPK by knockdown AMPK with siRNA and mutation of AMPK. (**C**-**H**) Effects of tranilast on AMP/ATP and ADP/ATP in liver tissues of indicated mice described in **Fig.2** and **Fig.5**, and PO-induced hepatocytes. (**I**, **J**) Effects of tranilast on PO-induced TG levels (**I**) and AMPK inactivation (**J**) by LKB1 knockdown and acetylation of LKB1 with mutation. Data are presented as mean ± SEM (n = 6). ***p* < 0.01 *vs*. the indicated groups. NS, not significant. One-way ANOVA was used in (C, D, G, and H). Student's *t*-test and Mann-Whitney U test were applied in (B, E, F, I, and J).

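Supplemental Fig. S6A colors the expression of 7 genes in the 8 libraries, scaled within each gene. The deposited FPKM values behind it, which the authors had normalized for transcript length and depth, gave the same directions as the counts. Mean FPKM rose from 9.26 ± 0.592 (SD, n = 4) to 22.0 ± 1.44 (SD, n = 4) for Cpt1a, from 4.72 ± 0.542 to 11.0 ± 0.826 for Ulk1 and from 8.16 ± 0.576 to 19.9 ± 1.64 for Pck2. It fell from 105 ± 6.82 to 48.0 ± 1.59 for Ccna2 and from 1.09 ± 0.233 to 0.509 ± 0.130 for Creb5. Cpt1c and Ppp2r2c had the lowest values, with mean FPKM of 0.085 ± 0.0492 and 0.0208 ± 0.0317 in the control group and of 0.268 ± 0.138 and 0.196 ± 0.109 in the tranilast group. Tranilast replicate 4 was the highest library for Cpt1c, Cpt1a, Ulk1 and Pck2, at 1.74, 1.11, 1.28 and 1.22 SD above the mean of the 8 libraries. Ppp2r2c was highest in tranilast replicate 2, at 1.88 SD, Ccna2 in control replicate 4, at 1.22 SD, and Creb5 in control replicate 1, at 1.72 SD.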

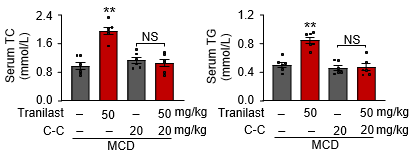

**Supplemental Figure S7.** Effects of tranilast on serum lipid contents described in **Fig.7.** Levels of TC and TG in serum in the indicated mice. Data are presented as mean ± SEM (n = 6). ***p* < 0.01 *vs*. the MCD treatment group. NS, not significant. Student's *t*-test and Mann-Whitney U test were applied for statistical analysis.

How the deposited data were processed for this re-analysis (not part of the article)

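RNA-seq was analysed for 8 libraries, which the paper reports as from HFHC-fed mice. Of these, 4 were labelled as control and 4 as control with tranilast, all as liver. The treatment was taken from the sample labels, which give replicate numbers from 1 to 4 in each group and name no diet and no batch. The HFHC diet was taken from the series design, the paper's results and Supplemental Fig. S6A. The authors deposited, per gene, an estimated count of reads, which is not always a whole number, and an FPKM value, in which the reads had been normalized for transcript length and depth before deposition. The deposited table also gives symbols and KEGG pathways, and covers 22063 genes and 359 pathways. The columns of the table other than counts, FPKM and annotation hold no further values per library. A count was present in at least 1 library for 15436 genes. The library totals, between 12053036 and 15618787 counts, set the precision: a count of 0 allows up to 3 counts, which is between 1.92e-05% and 2.49e-05% of a library. The 20 most abundant genes took between 10.5% and 11.0% of the counts, and mitochondrial genes between 4.91% and 5.24%.

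The estimated counts were rounded to whole numbers. Genes were filtered with filterByExpr by group and its defaults, libraries were scaled by TMM, and the groups were compared in edgeR 4.0.16 with the quasi-likelihood test and Benjamini-Hochberg adjustment over 10770 genes, without a covariate. A differentially expressed gene had an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1.5. The paper's methods name limma and the fold change threshold, and limma-voom was run as an alternative. Standard errors are those of the edgeR fit. Single genes were compared by an exact two-sided permutation test of log2 CPM with 0.1 added, whose smallest p-value for 4 libraries against 4 is 0.0286. Pathway enrichment among the differentially expressed genes used a one-sided Fisher's exact test against the tested genes with a pathway, adjusted by the Benjamini-Hochberg method over the pathways tested. Pathways and gene lists were tested as sets with camera of limma 3.58.1 on voom values, with a preset inter-gene correlation of 0.01, with fry, and with camera and an estimated correlation. R 4.3.3, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3 and numpy 2.4.6 were used.

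The design, the alternatives, 30 gene lists and the rule for naming genes were written before the data were examined. The lists cover the genes of the paper's RNA-seq heatmap, its qPCR panels and its immunoblots, AMPK and LKB1 subunits, sirtuins and histone deacetylases, lipogenesis, cholesterol synthesis, PPARA, AHR and CAR or PXR targets, the cell cycle, amino acid stress, the circadian clock, sex and 11 marker lists of cell types and tissues. Lists with fewer than 3 tested genes were not tested as sets. Genes were named when they were in a list, when the paper names them in its RNA-seq results, or when they were among the 8 highest or the 8 lowest log2 fold changes of genes with an adjusted p-value under 0.05, no overlap between groups and a mean count of at least 50. Coordinates are those of GENCODE M21 on GRCm38, 1-based, matched by Ensembl identifier for 21973 genes, with 90 unmatched. The paper's text names no genome build. Reads that paralogs or overlapping genes share were not separable in the counts.

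The alternatives were other scaling factors (RLE, upper quartile and library size), DESeq2, limma-voom, limma trend on the log2 of the deposited FPKM with 1 or 0.1 added, no filter, at least 10 counts in every library, other thresholds for differential expression, the replicate number as a block, each library left out in turn, thinning to the smallest library, removal of the trends with GC content and transcript length, fry and an estimated correlation. Library size, thinning, the GC and length correction and 4 combinations of filter, tool and threshold were added after the data were seen. GC content and length were known for 10753 of the 10770 genes. The groups were also compared over all 35 splits of the 8 libraries into 4 and 4. The code was tested on simulated data of 10730 genes with 200 changed by a log2 fold change of 2. All of these genes, which had a mean count of at least 50, were recovered by edgeR, DESeq2 and limma-voom, and edgeR made 0 false calls. In a separate simulation with a changed pathway, that pathway took rank 1 in camera and in Fisher's exact test. Both simulations used a common dispersion for all genes and few changed genes, so they check the code and not its error rate on these data. The raw reads were not analysed here.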

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

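The tests of tissue identity, of the figure's colors and of DNA replication genes were chosen only after the results were seen, and so were the counts of splits for single gene lists, which were added after the count of splits for all lists was seen. The tests of depth, of GC content and length and of scaling were written down before their outcome was seen.

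Macrophage transcripts stood out because the paper reports the libraries as liver and does not analyse cell types in the RNA-seq data. The macrophage list held at least 0.728% of the counts in every library, far above the limit that a count of 0 allows. All 14 of its genes can also be transcribed by the macrophages of liver tissue, and the cell types of the 8 libraries were not recorded other than as liver. Liver tissue with hepatocytes as the main cell type is argued against by the hepatocyte list, which held at most 0.000207% of the counts of any library, although its genes are among the most abundant transcripts of hepatocytes. Alb and Apoa1 had between 0 and 2 counts, and Ttr between 0 and 17. Removal of hepatocyte genes from a table of liver tissue would leave most transcripts of the other cells of the organ in place. It is argued against by the low counts of most of these, since 2 of the 9 endothelial markers and 0 of the 11 stellate markers had at least 10 counts in every library, and the lists held at most 0.00188% and 3.3e-04% of the counts. The table also still holds 9 of the 10 hepatocyte markers. The level of these markers in liver tissue was not measured here. Resident Kupffer cells as the main source are argued against by Clec4f, Vsig4 and Timd4, which summed to 0 counts over the 8 libraries. Libraries other than those of Supplemental Fig. S6A are argued against by the colors of that heatmap, which followed the deposited FPKM values within groups with a rank correlation of 0.996 over 56 cells, a value that 1 of 576 orders of the columns reached. The cells of a heatmap are not independent replicates. Macrophages or macrophage-like cells as the main source remain a candidate explanation, with Lyz2 at a mean of 4307 CPM and Csf1r between 29718 and 38395 counts. Not all of the 14 macrophage markers were present, since 6 had at least 10 counts in every library and 4 had at most 3 counts in each. Mki67, with between 10428 and 24045 counts, shows that proliferation transcripts were abundant. Whether the label, the tissue taken or the cells kept for sequencing accounts for these counts was not tested.

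Mitotic transcripts stood out because the paper does not discuss them. The cell cycle list of 24 genes had a median log2 fold change of -1.19, with 21 genes lower and 2 higher at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 23 when adjusted over the list alone. Its adjusted p-value in camera with Benjamini-Hochberg adjustment was 2.2e-15, against 2.3e-08 with fry and 0.0371 with the correlation estimated. Over the other alternatives, each tested in camera with the preset correlation, the median stayed between -1.22 and -1.05 and the adjusted p-value between 1.5e-85 and 1.4e-11. Ccna2 is also in the heatmap that the study drew from these libraries. GC content and transcript length as the whole cause are argued against by removal of their trends, which left a median of -1.22. Scaling is argued against by the use of library size, which left -1.08. Thinning to the smallest library left -1.19. Thinning keeps each gene's expected share of a library, so it could hardly move this median and does not test depth as the cause. Among the 35 splits of the 8 libraries, 1, the real one, had a median as far from 0, and the next had 0.62 in size. A lower share of cycling cells, alike over the cell cycle, is argued against by the DNA replication pathway, in which 0 of 36 tested genes had a log2 fold change under -0.5, with a range of -0.28 to 0.38, against 19 of 24 in the list. The measure was changed from a median to this count after the median was seen. Reads shared between paralogs were not tested, and no batch is named. A change of mitotic transcripts with tranilast is a hypothesis that these tests leave open, as is a shift of cells between phases of the cycle, which was not tested.

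ATF4 target transcripts stood out because the paper does not discuss them. The amino acid stress list had 13 tested genes and a median log2 fold change of 0.93, with 12 genes higher at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and 12 when adjusted over the list alone. Psat1 did not change. The log2 fold change was 1.84 for Trib3, 1.91 for Sesn2, 1.33 for Slc7a11 and 0.46 for Atf4. The adjusted p-value of the list was 2.1e-07 in camera with Benjamini-Hochberg adjustment, 2.1e-06 with fry and 0.0371 with the correlation estimated, and over the other alternatives it stayed between 1.4e-10 and 2.3e-05, with medians of 0.82 to 1.05. Fgf21 is also in the list of PPARA targets. Thinning left a median of 0.87, but it keeps each gene's expected share of a library and so does not test depth as the cause. Removal of the trends with GC content and transcript length left 0.90, which argues against these trends as the whole cause. Library size in place of TMM gave 1.05. That scaling raised the median of all tested genes from 0.01 to 0.13, so it could only raise this list and does not test scaling. Of the 35 splits, 1 had a median as far from 0, and the next had 0.54 in size. An effect of tranilast on this response, on the supply of amino acids or on the handling of the cells was not told from the counts alone and stays a hypothesis.

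Cholesterol synthesis transcripts stood out because the paper does not discuss them. The list had 19 tested genes and a median log2 fold change of 0.28, with 17 genes, 16 of them higher, at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 17 when adjusted over the list alone. The adjusted p-value of the list was 7.1e-06 in camera with Benjamini-Hochberg adjustment, 2.1e-06 with fry and 0.0371 with the correlation estimated, and over the other alternatives it stayed between 6.2e-07 and 8.9e-05. A median of 0.26 after removal of the trends argues against GC content and length as the whole cause. It was 0.29 after thinning, which keeps each gene's expected share of a library and so does not test depth. With library size the median was 0.40. This includes the shift of all genes under that scaling, whose median rose from 0.01 to 0.13, so scaling was not tested for this list. Of the 35 splits, 1 had a median as far from 0, and the next had 0.17 in size. An effect of tranilast on these transcripts stays a hypothesis.

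Inka2 stood out because tranilast replicate 1 lay far from the other tranilast libraries, at a log2 CPM of 3.98 against 4.19 to 4.23. The gap was 0.845 of the range of the group, past the 95% critical value of Dixon's test for 4 libraries. Of 76 groups examined in this way, 1 was past the critical value, where chance gives 3.8. Without that library the log2 fold change of Inka2 was 3.86, against 3.80 with it. No technical or biological explanation was tested.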

How the results depend on the processing

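Library size in place of TMM, thinning, the removal of GC and length trends and the combinations of no filter with limma-voom, DESeq2 or a fold change threshold were tried only after the results were seen.

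The number of genes with an adjusted p-value under 0.05, 6143, stayed between 5618 and 6506 over the 20 alternatives that apply to it. The 120 differentially expressed genes (DEGs) depended on the filter and the threshold. They were 32 with the log2 of the deposited FPKM plus 1, 66 with at least 10 counts in every library and 322 without a filter. With other thresholds they were 382 at an absolute log2 fold change of at least 1, 1252 at a fold change of at least 1.5 and 1294 at that fold change with unadjusted p-values. In the combinations chosen after seeing the data they were 713 with limma-voom, no filter and a log2 fold change of at least 1, 830 with 0.9 in its place, 612 with DESeq2, no filter and 0.9, and 1450 with no filter and a fold change of at least 1.5. All 120 DEGs were shared with the sets of 322, 382, 1252, 1294 and 1450. The looser thresholds and the missing filter admit more genes by construction, the stricter filter tests fewer genes, and for the FPKM values the cause was not tested. From 135 to 155 DEGs were found across the 8 fits that each left out 1 library.

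The rank of the AMPK signaling pathway among the pathways, 117, was 37 with the log2 of FPKM plus 1, 31 with a fold change of at least 1.5, 38 with that fold change and unadjusted p-values, and 71 with an absolute log2 fold change of at least 1. In the combinations chosen after seeing the data it was 37 with DESeq2 and 18 with no filter and a fold change of at least 1.5. It ran from 111 to 179 across the 8 fits that each left out 1 library, with 176 without control replicate 1 and 179 without tranilast replicate 1. Where the pathway holds no DEG, as with TMM, with FPKM and in the fits without 1 library, it shares its rank with every other such pathway, and the rank follows the number of pathways with a DEG. At the other settings here the pathway held DEGs, and the rank follows its p-value. The p-value of Fisher's exact test for the pathway stayed over 0.05 under every alternative except no filter with a fold change of at least 1.5, where it was 0.0313. The set test of the pathway was past the threshold only with fry in place of camera, with a p-value of 1.9e-04, where fry placed 293 of the 351 pathways past its threshold. Fry tests a set by itself and camera tests it against the other genes. The limma-voom alternative was not run for the set test, since camera already used voom values.

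Scaling moved the balance of directions. Of the genes called, 49.5% were higher with TMM, 62.6% with upper-quartile factors, 70.4% with either form of FPKM and 70.9% with library size. Removal of the GC and length trends moved the share the other way, to 44.6%. The median log2 fold change of all tested genes was 0.01 with TMM, 0.08 with upper-quartile factors, 0.10 and 0.12 with FPKM plus 1 and plus 0.1, and 0.13 with library size. The reversed values below under these scalings lie under the median of all genes in the same scaling, except for Scd1, Acaca, Prkab2, Prkag2 and the lipogenesis list with FPKM, and the cause was not tested. With FPKM plus 1 and plus 0.1, in this order, the log2 fold change was 0.050 and 0.051 for Cab39l, 0.11 and 0.13 for Prkag2, 0.018 and 0.019 for Prkab1, 0.097 and 0.098 for Cab39, 0.11 and 0.13 for Prkab2, 0.17 and 0.17 for Acaca, 0.25 and 0.26 for Scd1, and the median of the lipogenesis list was 0.18 and 0.18. With upper-quartile factors it was 0.046 for Cab39, 0.063 for Prkab2, 0.017 for Acaca and 0.038 for the lipogenesis list. With library size it was 0.026 for Cab39l, 0.011 for Prkab1, 0.095 for Cab39, 0.11 for Prkab2, 0.066 for Acaca and 0.087 for the lipogenesis list. With GC and length trends removed, Camkk2 turned to -0.024. Prkab2, at -0.00, ran from -0.035 to 0.021 across the 8 fits that each left out 1 library, and was above 0 without control replicate 1, control replicate 3, tranilast replicate 1 or tranilast replicate 3.

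The 16 genes named by the rule kept their direction and their side of the adjusted p-value threshold in all 319 values that the alternatives gave. With the log2 of FPKM plus 1, Ahnak2 at 0.99 and Tcp11l2 at 1.36 fell below the log2 fold change threshold of 1.5. In the counts that follow, the threshold is also that on the adjusted p-value. For the gene lists the direction is that of camera, which sets a list against the other genes. A turn of it was counted as a reversal only where the list's median also changed sign or an adjusted p-value was under 0.05. Of their 319 values in camera with the preset correlation, 315 then counted as the same and 4, all of lipogenesis, as reversed. With fry, which is not among these values, PPARA targets and the circadian, immunoblot and qPCR lipid lists moved past the threshold, and with the correlation estimated no list changed its side, while the medians of some lists near 0 changed sign. Of 130 values of the heatmap genes, 128 kept direction and side and 2, both of Cpt1c, were weaker. Of 220 values of the AMPK and LKB1 genes, 188 did so, 21 reversed and 11 were stronger. Of 299 values of the qPCR genes, 274 did so, 6 reversed, 16 were weaker and 3 stronger. Ccl2 and the qPCR inflammation list have no value with at least 10 counts in every library, because Ccl2 did not pass that filter, and Ahnak2 has none with GC and length trends removed, because it has no match in the annotation that gives them. Cpt1c and Ppp2r2c were fitted without a filter, and the other filters do not apply to them.

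With the replicate number as a term in a replicate block, 124 DEGs and 6009 genes at adjusted p under 0.05 were found, the AMPK signaling pathway had rank 118 and its set test in camera gave 0.401. The block changed the call of Cpt1c, at a log2 fold change of 1.94 and an adjusted p-value of 0.0618 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, range over the alternatives of Cpt1c 0.00836 to 0.0856), and no other call. The numbers do not pair the libraries: the deviations from the group means of libraries with the same number had correlations across genes of -0.077, -0.064, 0.0097 and 0.253, against -0.326 to 0.314 for different numbers.

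Depth limits the genes with few counts. A count of 0 allows up to 3 counts, or 0.249 CPM in the smallest library, so that differences in Prkaa2, Prkag3, Camkk1 and most hepatocyte markers were not detectable.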

Differences from the paper's values

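The paper's Fig. 6A shows about 7 genes of the AMPK signaling pathway among the DEGs, read by eye, and the count was 0 here. None of the alternatives set before the data were examined closed this gap. The count was 3 without a filter, with Cpt1c, Pck1 and Ppp2r2c, 4 with an absolute log2 fold change of at least 1, with Ccna2, Cpt1a, Pck2 and Ulk1, and 15 with a fold change of at least 1.5 and either adjusted or unadjusted p-values, with the 5 heatmap genes that passed the filter. With combinations chosen after seeing the values, the count was 7 with limma-voom, no filter and an absolute log2 fold change of at least 1, 7 with limma-voom, no filter and at least 0.9, and 7 with DESeq2, no filter and at least 0.9. Each of these called Cpt1c, Cpt1a, Ulk1, Pck2, Ppp2r2c, Ccna2 and Creb5, the 7 genes of Supplemental Fig. S6A. With no filter and a fold change of at least 1.5, also chosen after seeing the values, the count was 18 and included the same 7 genes.

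The paper's Fig. 6A places the pathway at a rich factor of about 0.06, read by eye, and the rich factor was 0 here. Of the alternatives set before the data were examined, an absolute log2 fold change of at least 1 gave 0.044 and fell within the limit for a difference, and the others did not, with 0.0254 without a filter, 0.165 with a fold change of at least 1.5 and either adjusted or unadjusted p-values, and 0 under the rest. With limma-voom or DESeq2, no filter and the thresholds above that gave 7 genes, each chosen after seeing the values, the rich factor was 0.0593.

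The paper's Fig. 6A lists the pathway at rank about 10, read by eye, and its rank was 117 here for both directions together. For the higher DEGs alone, the direction that the legend names, it was 54, shared with every pathway that held none of them. The ranks that follow are for both directions together. None of the alternatives set before the data were examined closed this gap, and the lowest rank among them was 31, with a fold change of at least 1.5. With combinations chosen after seeing the values, the rank was 18 with no filter and a fold change of at least 1.5, 37 with DESeq2, 80 with limma-voom at an absolute log2 fold change of 1 and 105 at 0.9.

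The paper states from the heatmap that tranilast lowered the expression of AMPK pathway genes. Of its 7 genes, 5 were higher with tranilast here and 2, Ccna2 and Creb5, were lower. The legend of Fig. 6A describes the DEGs as upregulated. The 7 genes of Oocyte meiosis and the 5 of Progesterone-mediated oocyte maturation, pathways shown in that figure, were all lower with tranilast here. Of the 10 pathways in the figure, 1 was among the 10 with the lowest p-value for the higher DEGs here, 2 for the lower DEGs and 2 for both together.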

Other observations

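The measure for DNA replication genes, the counts of splits for single lists and the choice of the p53-related genes were made only after the results were seen, and the other counts of splits were tests written down before. The 8 libraries can be split into 4 and 4 in 35 ways. Of these, 1, the real split, gave as many genes with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the highest of the others gave 1 gene. For the DEGs, 1 of the 35 splits gave as many, and the highest of the others gave 1. For pathways with an adjusted p-value under 0.05 in Fisher's exact test, 1 of the 35 gave as many, and the others gave 0. For pathways in camera, 1 of the 35 gave as many as 64, the highest of the others gave 56, and the 18 splits that mix the groups evenly gave at most 25. For the gene lists in camera, 17 of the 35 gave 3 lists or more, the highest of the others gave 4, and the even splits gave at most 1, so that the number of lists called by camera with the preset correlation does not tell the real split from the 16 splits that exchange 1 library of each group.

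Genes that the paper measured by qPCR in HFHC-fed mice were read in the same table, although the dose of the sequenced mice is not named. Hepatocyte markers held at most 0.000207% of the counts in any library and stellate markers at most 3.3e-04%. The values therefore cannot be assigned to these cells, and neither support nor contradict the qPCR of liver tissue. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, Cd36 had a log2 fold change of -0.76 (adjusted p = 3.2e-09), Srebf1 of -0.20 (adjusted p = 8.4e-05), Fasn of -0.16 (adjusted p = 9.3e-05), Elovl6 of -0.30 (adjusted p = 4.4e-04) and Scd1 of -0.12 (adjusted p = 0.0216), while Acaca at -0.05 and Hacd2 at 0.06 had an adjusted p-value of 0.201 and 0.409. Across the alternatives the adjusted p-value was between 0.0552 and 0.687 for Acaca and between 0.0159 and 0.7395 for Hacd2. The adjusted p-value of Scd1 was 0.0687 without control replicate 3, 0.0647 without tranilast replicate 1 and 0.0742 without tranilast replicate 2, over a range of 0.00272 to 0.984 across its alternatives. In the same test Ccl2 had a log2 fold change of -1.44 (adjusted p = 0.0123), which was -0.97 (adjusted p = 0.0842) without control replicate 2, over a range of 0.00323 to 0.0842 across its alternatives. Cxcl2 was at 0.66, Tnf at -0.19, Adgre1 at 0.21, Tlr4 at 0.21, Tlr9 at -0.53 and Tgfb1 at -0.25, each with an adjusted p-value under 0.05 in the same test. With FPKM plus 1, Srebf1, Fasn, Elovl6 and Tnf kept their direction and had an adjusted p-value of 0.103, 0.335, 0.0758 and 0.149, over ranges of 5.4e-07 to 0.104, 1.9e-07 to 0.339, 1.0e-05 to 0.0758 and 5.4e-05 to 0.149, and Scd1 and Acaca changed direction. Col1a1 had between 0 and 4 counts, Il1b between 0 and 5, Pck1 between 0 and 6 and G6pc 0 counts. These genes, Pparg, Fabp1, Ppara, Slc27a5, Ppargc1a, Il6, Acta2, Ccn2 and Timp1 had too few counts to be tested.

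The gene lists gave the following in camera with Benjamini-Hochberg adjustment over 16 lists. The 3 lists on mitosis, amino acid stress and cholesterol synthesis had an adjusted p-value under 0.05, and they kept it under fry and under an estimated correlation. PPARA targets had a median log2 fold change of 0.23 and an adjusted p-value of 0.0889, and 7.0e-05 under fry. Fry also placed the circadian list (median 0.04, 0.0235), the immunoblot list (median -0.05, 0.0027) and the qPCR lipid list (median -0.14, 0.00151) under an adjusted p-value of 0.05, where camera gave 0.772, 0.802 and 0.517. The remaining lists were past the threshold in neither test. Their median log2 fold change was -0.07 for AHR targets, -0.00 for AMPK and LKB1, 1.11 for the heatmap genes, -0.03 for lipogenesis, 0.03 for macrophage markers, -0.19 for qPCR inflammation, 0.21 for qPCR Kupffer cell genes, 0.05 for sex genes and 0.04 for sirtuins and histone deacetylases, and their adjusted p-value in camera was between 0.772 and 0.802. The genes called over all genes and those adjusted over the list alone numbered 7 and 7 for the circadian list, 4 and 4 for immunoblot, 6 and 6 for qPCR lipid, 5 and 5 for PPARA targets, 1 and 0 for AHR targets, 6 and 6 for lipogenesis, 6 and 6 for macrophage markers, 3 and 3 for qPCR inflammation, 3 and 3 for qPCR Kupffer cell genes, 2 and 1 for sex genes and 9 and 9 for sirtuins and histone deacetylases. In the last list Hdac9 had a log2 fold change of -1.49 (adjusted p = 7.5e-10 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Sirt1 of 0.42 (adjusted p = 3.3e-06). The medians of the lipogenesis, qPCR lipid, immunoblot, AHR, AMPK and LKB1, circadian and sirtuin lists were on both sides of 0 across their alternatives.

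The lists with fewer than 3 tested genes were described by their counts. Lymphocyte markers held between 0.0056% and 0.00817% of the counts of a library, endothelial markers between 0.00111% and 0.00188%, neutrophil markers between 4.2e-04% and 8.3e-04%, stellate markers between 1.0e-04% and 3.3e-04% and pancreas markers between 5.3e-05% and 1.5e-04%. Muscle markers held at most 6.7e-05%, erythroid markers at most 3.2e-05%, adipose markers at most 2.7e-05% and sex-biased liver genes at most 9.1e-05%. Of the CAR and PXR targets only Cyp2c55 was tested, with a log2 fold change of 1.04. Of the qPCR fibrosis list only Tgfb1 was tested, and of the qPCR gluconeogenesis list no gene was.

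Genes related to p53 were chosen after their values were seen. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, Ccng1 had a log2 fold change of 1.30 (adjusted p = 2.1e-15), Mdm2 of 0.92 (adjusted p = 1.6e-13), Cdkn1a of 0.29 (adjusted p = 1.9e-05), Bbc3 of 1.72 (adjusted p = 4.4e-12), Sesn3 of 2.71 (adjusted p = 1.0e-04) and Trp53 of -0.19 (adjusted p = 1.1e-04), and Myc, also chosen after its value was seen, of -1.62 (adjusted p = 2.6e-04). The p53 signaling pathway as a set had an adjusted p-value of 0.137 in camera with Benjamini-Hochberg adjustment.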
